# Myocyte-specific enhancer factor 2c triggers transdifferentiation of adipose tissue-derived stromal cells into spontaneously beating cardiomyocyte-like cells

**DOI:** 10.1038/s41598-020-80848-3

**Published:** 2021-01-15

**Authors:** Shinichiro Takashima, Soichiro Usui, Oto Inoue, Chiaki Goten, Kosei Yamaguchi, Yusuke Takeda, Shihe Cui, Yoshio Sakai, Kenshi Hayashi, Kenji Sakata, Masa-aki Kawashiri, Masayuki Takamura

**Keywords:** Adult stem cells, Mesenchymal stem cells, Reprogramming, Stem-cell differentiation

## Abstract

Cardiomyocyte regeneration is limited in adults. The adipose tissue-derived stromal vascular fraction (Ad-SVF) contains pluripotent stem cells that rarely transdifferentiate into spontaneously beating cardiomyocyte-like cells (beating CMs). However, the characteristics of beating CMs and the factors that regulate the differentiation of Ad-SVF toward the cardiac lineage are unknown. We developed a simple culture protocol under which the adult murine inguinal Ad-SVF reproducibly transdifferentiates into beating CMs without induction. The beating CMs showed the striated ventricular phenotype of cardiomyocytes and synchronised oscillation of the intracellular calcium concentration among cells on day 28 of Ad-SVF primary culture. We also identified beating CM-fated progenitors (CFPs) and performed single-cell transcriptome analysis of these CFPs. Among 491 transcription factors that were differentially expressed (≥ 1.75-fold) in CFPs and the beating CMs, myocyte-specific enhancer 2c (Mef2c) was key. Transduction of Ad-SVF cells with Mef2c using a lentiviral vector yielded CFPs and beating CMs with ~ tenfold higher cardiac troponin T expression, which was abolished by silencing of Mef2c. Thus, we identified the master gene required for transdifferentiation of Ad-SVF into beating CMs. These findings will facilitate the development of novel cardiac regeneration therapies based on gene-modified, cardiac lineage-directed Ad-SVF cells.

## Introduction

The morbidity burden of heart failure is growing as a result of the worldwide increase in the incidence of ischemic heart disease. Severe heart failure is resistant to medical treatment; heart transplantation is the therapy of last resort. Stem cell therapy has emerged as an adjuvant treatment for heart failure. Mesenchymal stromal cells (MSCs) and induced pluripotent stem (iPS) cells have been evaluated in preclinical and clinical trials^1–3^. iPS-cell-derived cardiomyocytes show promise for clinical applications^4,5^; however, they have several drawbacks, including tumourigenicity^6^, immunogenicity^7,8^ and immense cost. Use of MSCs presents no ethical problems and autologous MSCs have been injected into ischemic hearts^2^. The mechanism of action by which MSCs improve cardiac function is considered to be primarily paracrine^9,10^; *i.e.* secretion of growth factors and cytokines, whereas transdifferentiation into cardiomyocytes is quite limited. Additionally, the efficacy of MSCs in improving cardiac function is inadequate^11–13^. Therefore, a novel therapy based on MSCs with augmented ability to transdifferentiate into cardiomyocytes is needed.

Cardiomyocytes are terminally differentiated and their ability to promote cardiac regeneration is insufficient to maintain cardiac function when massive cardiomyocyte loss occurs following myocardial infarction and heart failure^14^. As clinical trials have shown, somatic stem cells, including bone-marrow-derived stromal cells (BMSCs) and adipose tissue-derived stromal vascular fraction (Ad-SVF), have advantages in terms of safety and availability over iPS cells^2,15^, but they rarely differentiate into spontaneously beating cardiomyocytes. Several groups have achieved transdifferentiation of bone-marrow or Ad-SVF into spontaneously beating cardiomyocyte-like cells (CMs); however, supplementation with DNA methyltransferase 1 inhibitor, growth factors, or cytokines, or use of a semi-solid medium, was required^16–18^. Additionally, because a small number of CMs was produced, their characteristics could not be evaluated in detail. Here, we developed an experimental protocol under which murine SVF cells from subcutaneous adipose tissue reproductively transdifferentiated into spontaneously beating CMs without induction. We also identified the beating CM-fated progenitors (CFPs) from which the beating CMs originated. By evaluating the global transcriptome of CFPs and of beating CMs, we investigated the mechanism underlying the transdifferentiation of SVF cells into CMs.

## Results

### Production of beating SVF cell clusters in SVF primary culture

SVF cells isolated from the inguinal subcutaneous fat pad of adult mice were induced on standard uncoated polystyrene tissue culture plates with minimal growth medium (GM) (see Methods) without any other induction. From 12 to 14 days of primary culture, cells of various morphologies were evident: a cluster of preadipocytes, fibroblast-like cells (data not shown), and several clusters of round cells among spindle-shaped cells (Fig. 1a). The round cells changed into an elongated-tube-like form and began to beat spontaneously (Fig. 1b,c). After 20 to 28 days, the beating cell colony became larger as the number of cells increased, forming branches and connecting to adjacent cells, and forming a cluster of beating cells (Fig. 1d and Supplementary Videos S1–S6). These beating cell clusters continued beating for a few months with regular changes of medium (data not shown). The mean number of beating SVF cell colonies on day 28 was 9.2 ± 0.7 per 100 mm dish, accounting for ~ 0.15% of all cells, whereas no beating cells were observed among passage 3 adipose tissue-derived stem cells (ASCs) (Supplementary Figure S1). The characteristics of SVF cells and ASCs are also shown in Supplementary Figure S1. The beating SVF cells demonstrated intracellular calcium oscillation, which began at the round phase and was more marked at the elongated-tube-like phase (Fig. 1e,f; Supplementary Videos S7 and S8). The contraction and relaxation were rhythmical along the long axis of the cells (Fig. 1g). As shown in Fig. 1h,j; Supplementary Video S9, the SVF cells in a beating cluster showed synchronised contractions, indicating that they were electrically connected. The beating rate of the cells differed according to the conditions, such as the number of cells in the cluster, and isoproterenol increased the beating rate in a dose-dependent manner (Fig. 1k,l), showing that the contractions were mediated by adrenergic beta-receptor. In a beating SVF cell, the trace of the intracellular calcium ion transient demonstrated that the radical increase in fluorescence was followed by a gradual decrease to baseline (Fig. 1m). The action potential of a beating SVF cell on day 28 of primary culture was characterised by an initial rapid depolarisation phase that merged with a terminal repolarisation phase with a small plateau phase (Fig. 1n). The mean action potential durations to 50% (APD_50_) and 90% (APD_90_) of repolarisation were 180 ± 3 and 277 ± 15 ms, respectively. We also examined whether the efficiency of producing beating SVF cells using minimal GM was comparable with that reported using GM. The use of minimal GM tended to yield more beating SVF cells, compared with the complete GM, which also includes growth factors and cytokines (see Methods) (Supplementary Figure S2).

**Figure 1:**
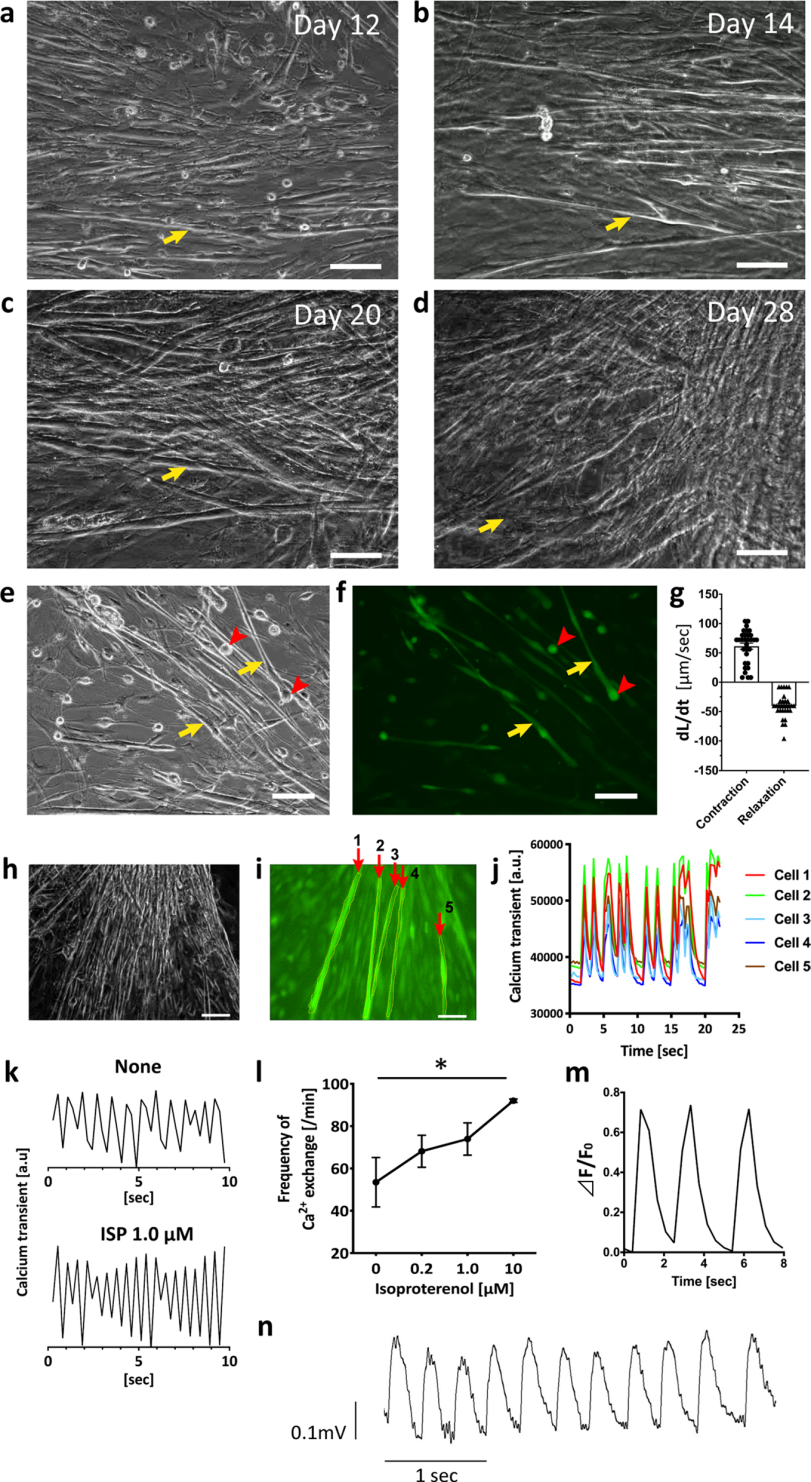
SVF partially transdifferentiates into spontaneously beating cells without induction. (**a**–**d**) Representative phase-contrast images of a growing colony of beating cells on days 12 (**a**), 14 (**b**), 20 (**c**), and 28 (**d**) in a primary culture of SVF extracted from the inguinal subcutaneous fat pad. The arrows show identical cells. (**e**,**f**) Phase-contrast (**e**) and corresponding calcium ion fluorescence image of SVF beating clusters loaded with the calcium indicator fluo-8/AM (**f**) on day 14. The arrowhead indicates a round cell with intracellular calcium ion oscillation. Arrow shows an elongated cell that is changing from the round form and beginning to beat spontaneously. (**g**) Maximal rate of shortening (dL/dt) and relaxing (–dL/dt) in each cycle of contractions of a representative isolated SVF beating cell on day 28. (**h**–**j**) Synchronised contraction of beating SVF cells on day 28. Phase-contrast image of a cluster of beating SVF cells (**e**) and the corresponding calcium ion fluorescence image (**i**). Transient calcium waves of the five cells (**j**) traced in yellow in panel I (arrows 1 to 5). (**k**) Transient calcium wave of beating SVF cells with or without ISP. (**l**) The frequency of calcium ion exchange in beating SVF cells in response to ISP. ISP; isoproterenol. Scale bar, 100 µm. * *p* < 0.05; *** *p* < 0.001 by *t*-test or ANOVA. (**m**) A representative calcium ion transient trace, represented as ΔF/F_0_, for a single beating SVF cell. (**n**) A representative action potential of a spontaneously beating SVF that was recorded on day 28 of primary culture. The action potential duration to 50% repolarisation (APD_50_) was 180 ± 3 and that to 90% repolarisation (APD_90_) was 277 ± 15 ms.

### Global transcriptome analysis of SVF-beating cells

To investigate the phenotype of the beating SVF cells, we performed a global transcriptome analysis. 

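RNA from 4 beating and 4 non-beating samples of mouse stromal vascular fraction (SVF), collected on day 28, was read on Affymetrix Mouse Gene 1.0 ST arrays, which measure each gene by probes along its exons. Each beating sample combined the colonies of 2 or 3 dishes from 1 lot of SVF, and the non-beating sample held the other cells of the dish. The values are log2 signals for 33323 transcript clusters, the array's unit for a gene or part of a gene, of which 21789 carry 1 gene symbol. They were used as deposited, and the paper's text does not name the method that made this table. Array medians lay between 3.08 and 3.17 in the 8 samples. The beating and non-beating samples were compared with limma over all clusters, two-sided, with Benjamini-Hochberg adjustment, and the number of arrays limits the precision. The paper's text does not say whether the 4 samples of a group came from separate lots, so each p refers to the spread between these samples.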

All of the beating SVF colonies in a dish (~ 100 ng total RNA) on day 28 were manually picked up and combined, constituting the beating-SVF (beating) group. The other cells were collected as the non-beating-SVF (non-beating) group (Fig. 2a,b). Using 10,015 pre-filtered genes, the heatmap image of the microarray expression data showed that the beating group was separated from the non-beating group (Fig. 2c). 

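The 4 beating arrays lay closer to each other than to the non-beating arrays over the 7976 transcript clusters with at least 1 value 1.5-fold or more from the cluster's median. On values centred on each cluster's median, the mean distance (1 minus Pearson's r) was 1.54 between the groups, 0.561 among beating arrays and 0.448 among non-beating arrays. Average-linkage clustering joined the 4 beating arrays at 0.606 and the 4 non-beating arrays at 0.477 before it joined the groups. Between-group distance exceeded within-group distance by 1.03 (exact one-sided permutation test over the 35 splits into 4 and 4, p = 0.0286, the smallest p the design allows). Without 1 array at a time this excess lay between 0.624 and 0.679. With groups of unequal size, the median of a cluster that separates them lies within the larger group. These values are therefore not comparable with 1.03.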

The class comparison analysis extracted 317 upregulated and 151 downregulated genes in the beating group. Among these genes, pathway analysis revealed several associated with ‘direct reprogramming of cardiac fibroblasts into cardiomyocytes’ (Fig. 2d). 

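Muscle genes were among the largest rises in the beating samples. Smpx, a small muscle protein, had a log2 fold change of 7.29, at 9.78 ± 0.38 against 2.49 ± 0.10 (log2 signal, SD, n = 4 each, adjusted p = 4.6e-07). Its non-beating mean lay below the array medians, 3.08 to 3.17. The size and rank of its rise are therefore of signals that include background, not of transcript amounts. The other genes among the 12 largest rises were Cox8b, Neb, Myh3, Myoz2, Trdn, Myh1, Actc1, Ttn, Casq2, Casq1 and Myl1, with log2 fold changes from 6.28 for Myl1 to 7.00 for Cox8b, a muscle subunit of cytochrome c oxidase. Trdn, which encodes triadin, has 19 clusters of 1 symbol, of which 3 did not pass the test. The 12 largest falls were in Ccl3, C3ar1, Plek, Tlr13, Atp6v0d2, Clec4d, Mpeg1, Ecrg4, Serpina3n, Lpl, Egfl6 and Gpnmb. Both rankings are among genes of 1 symbol with an adjusted p under 0.05 whose groups do not overlap. Ccl3, a macrophage chemokine, fell by 3.23 on the log2 scale (adjusted p = 0.00902), and Gpnmb, a glycoprotein of phagocytes, was 4.29-fold lower (adjusted p = 0.0375). Of 15 macrophage genes, listed before the data were examined, none passed limma's test over all clusters, 12 had an unadjusted p under 0.05, 11 were lower when adjusted over the list alone, and none passed the adjusted two-sample test of the methods. The list's mean was 4.18 ± 0.74 in beating and 5.72 ± 0.71 in non-beating samples (SD, n = 4 each), and it was shifted down by camera, limma's test of gene sets (adjusted p = 3.8e-07; adjusted p = 0.278 with an estimated correlation).

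In all, 940 clusters were higher and 1114 lower in the beating samples at an adjusted p under 0.05 over 33323 clusters, and 584 and 848 different genes of 1 symbol stood among them; the balance depended on the processing, with 837 and 1617 after median centring and 1078 and 1594 with dim clusters left out, and it turned with the 1.5-fold prefilter (902 and 851), with the adjusted two-sample test (491 and 375) and without each array in turn but beating replicate 4. At least 2-fold differences were found in 494 of the higher and 251 of the lower clusters, and at least 8-fold differences in 110 and 2. With the two-sample test of the methods at an unadjusted p under 0.0001 and the 1.5-fold prefilter, 195 clusters were higher and 26 lower, 221 in all. Leaving out 1 array at a time moved the lower count to 631 without beating replicate 2 and to 547, 438, 473 and 690 without non-beating replicates 1, 2, 3 and 4, and the higher count to 569 and 575 without non-beating replicates 2 and 3. The counts with the two-sample test moved to 13, 14 and 12 lower clusters without non-beating replicates 1, 2 and 3. With replicate number as a block, 637 were higher and 645 lower. The calls of C3ar1, Plek, Tlr13, Atp6v0d2, Clec4d, Mpeg1 and Gpnmb were lost without 4 to 7 of the 8 arrays in turn, with adjusted p up to 0.112, 0.0763, 0.108, 0.0979, 0.0997, 0.138 and 0.11. These calls and that of Egfl6 (adjusted p = 0.052) were also lost with the adjusted two-sample test of the methods.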

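Among 11 factors used in direct cardiac reprogramming, listed before the data were examined, Mef2c and Smarcd3 were higher in the beating samples, Tbx5 was lower and 8 did not pass the test (3 higher and 1 lower when adjusted over the list alone, 1 higher by the adjusted two-sample test). Smarcd3, a subunit of a chromatin remodelling complex, was 1.73-fold higher, at 5.02 ± 0.075 against 4.23 ± 0.27 (log2 signal, SD, n = 4 each, adjusted p = 0.0126); this call was lost with the adjusted two-sample test of the methods (adjusted p = 0.0511). Hand2, a heart transcription factor, was at 3.06 ± 0.084 in beating and 3.11 ± 0.049 in non-beating samples (adjusted p = 0.747). The list as a whole did not shift by camera (adjusted p = 0.515; adjusted p = 0.644 with an estimated correlation). By fry, another limma test of gene sets, the list's adjusted p was 0.0186. Its median difference was -0.045 and its mean difference 0.35, which differ in sign. The pathway analysis was not repeated here.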

In the beating group, genes associated with sarcomere, ion channels, and transcription factors related to cardiomyocytes as well as skeletal muscle (Fig. 3a) were upregulated, whereas stem-cell-related genes, such as Ly6a and Thy1, were downregulated. 

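Most of the genes that heart and slow or embryonic skeletal muscle share were higher in the beating samples. Of 22 such genes, of the sarcomere, calcium handling and metabolism, 20 were higher and 2 did not pass the test (21 higher when adjusted over the list alone, 20 by the adjusted two-sample test; camera adjusted p = 2.68e-45; adjusted p = 0.00831 with an estimated correlation). Actc1, cardiac alpha-actin (Entrez Gene 11464, chromosome 2 from 114047282 to 114052875 on GRCm38), was 88.2-fold higher, and Ttn, the giant sarcomere protein titin (Entrez Gene 22138, chromosome 2 from 76703980 to 76982557), 84.4-fold higher, at 9.64 ± 0.13 against 3.24 ± 0.062 (log2 signal, SD, n = 4 each, adjusted p = 1.39e-08). Casq2, the calcium buffer of the sarcoplasmic reticulum, had a log2 fold change of 6.36 (standard error 0.12). Other genes of Fig. 3a rose too, not all of them shared with the heart: Chrna1 and Musk are genes of the neuromuscular junction. Actn2, Chrna1, Musk, Myh8, Tnni1, Ryr1, Tnnc1, Ankrd1, Myh7, Myl2 and Fabp3 rose by 2.23 (Fabp3) to 5.78 (Actn2) on the log2 scale. Atp2a2, the calcium pump of the sarcoplasmic reticulum, rose by 0.98, Tgfb3 by 0.70 and Camk2a by 1.01 (adjusted p = 0.0385).

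Thy1, a surface antigen of mesenchymal cells (Entrez Gene 21838, chromosome 9 from 44043384 to 44048579), was 3.88-fold lower, at 8.96 ± 0.47 against 10.92 ± 0.35 (log2 signal, SD, n = 4 each, adjusted p = 0.00496). Of 14 mesenchymal stem cell surface genes, Thy1, Pdgfra and Vcam1 were lower and 11 did not pass the test (4 lower when adjusted over the list alone, 2 by the adjusted two-sample test; camera adjusted p = 0.00473; adjusted p = 0.278 with an estimated correlation). Pdgfra had a log2 fold change of -1.48 (adjusted p = 0.0156) and Vcam1 of -1.16, and Cd34 was at 5.14 ± 0.59 and 5.95 ± 0.31 (adjusted p = 0.159).

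Of the 27 genes that Fig. 3a lists as upregulated, 26 were higher and Map4, a microtubule protein, did not pass the test (adjusted p = 0.165; 27 higher when adjusted over the list alone, 25 by the adjusted two-sample test). All 16 analysed genes that it lists as downregulated were lower over all clusters and when adjusted over the list alone, and 14 by the adjusted two-sample test: Ccl9, Cyp1b1, Lpl, Selenom, Pi15, Prkar2b, Rspo3, Ifitm2, Maoa, Ctsh, Adipoq, Hif1a, Il1rn, Thy1, Vegfd and Tgfbr3, with log2 fold changes from -0.78 (Hif1a) to -2.13 (Lpl). The study chose both lists on these samples, so they are not independent evidence of direction (camera adjusted p = 4.29e-58 and 1.91e-23; adjusted p = 0.00424 and 0.00831 with an estimated correlation). The list of genes shared by heart and skeletal muscle holds some of them, such as Actc1, Ttn, Casq2 and Tnnt2. It is therefore not fully independent evidence either. Ly6a was not analysed here. Map4 has a second cluster, with a log2 fold change of 4.50, and the calls of Camk2a, Adipoq and Pdgfra were lost without 6, 3 and 2 of the 8 arrays in turn (adjusted p up to 0.108, 0.0686 and 0.0557).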

Next, we performed a hierarchical clustering analysis of 32,000 genes in adult heart and skeletal muscle tissue and cardiomyocytes isolated from murine embryo or neonatal ventricle (Supplementary Table S2). As shown in Fig. 3b, beating SVF clustered adjacent to neonatal cardiomyocytes and adult cardiac tissue. A scatterplot demonstrated that the gene expression profile of beating SVF was 90.5% similar (< 2.0-fold) to that of neonatal cardiomyocytes, and 79.9% to that of adult heart tissue (Fig. 3c). A pairwise Pearson correlation plot showed that beating SVF was highly correlated with neonatal cardiomyocytes (Fig. 3d).

**Figure 2:**
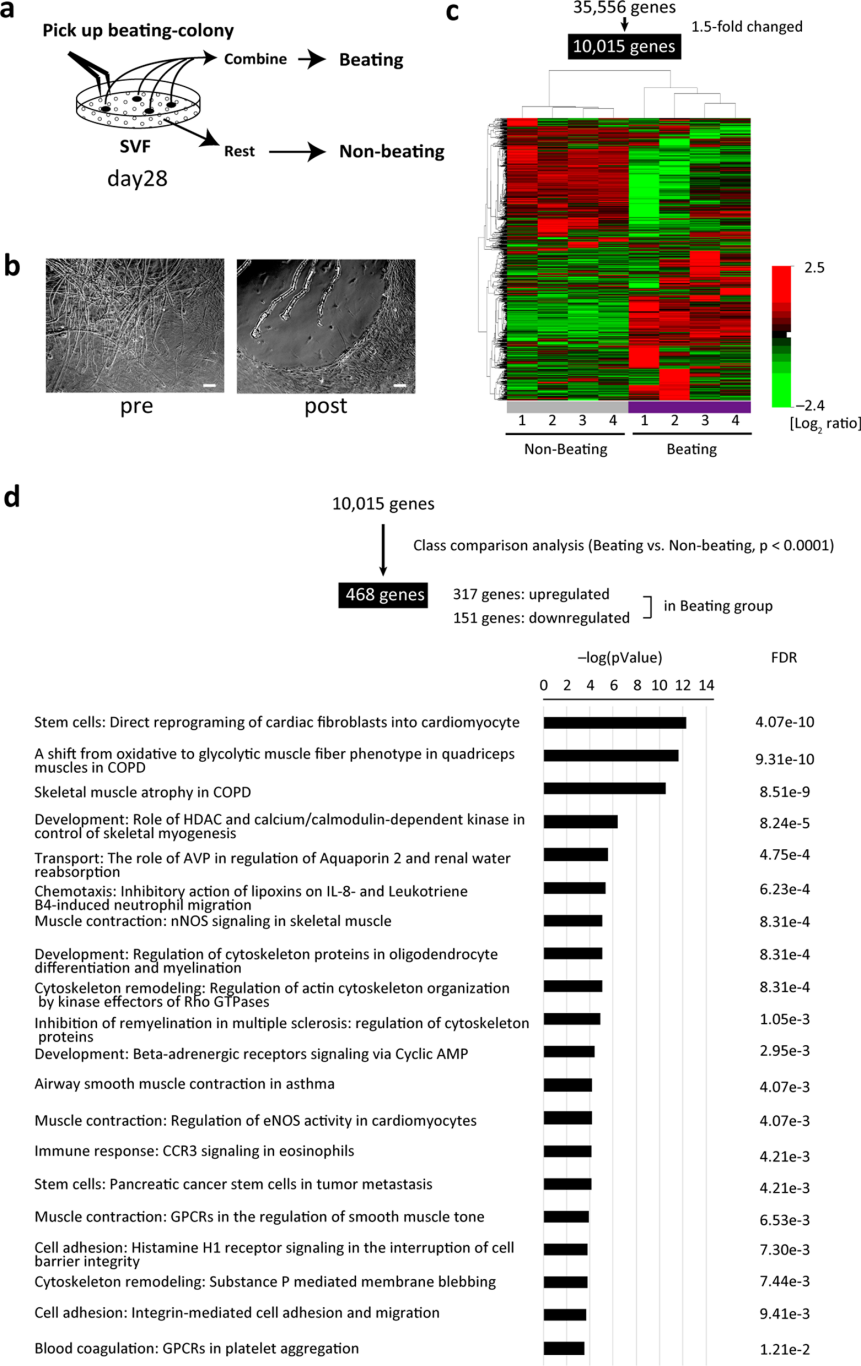
Global transcriptome analysis of SVF beating cell clusters. (**a**) Schematic of RNA extraction from beating (beat) and non-beating (non-beat) cells. (**b**) Phase-contrast images of a beating cell cluster before (pre) and after (post) being picked-up. Scale bar, 100 µm. (**c**) Heatmap image of microarray data clustered using an unsupervised learning method, showing DEGs between beating and non-beating SVF cells using 10,015 prefiltered genes (under the condition that at least one expression value is at least 1.5-fold changed in either direction from the median value; n = 4 per group). The scale extends from 0.19- to 5.7-fold over the median (–2.4 to + 2.5 on a log_2_ scale). Red indicates increased expression, whereas green indicates decreased expression. The graphical image of heatmap was generated using BRB Array Tools software (v. 4.6.0) (NIH, Bethesda, MD, USA) (URL: https://brb.nci.nih.gov/BRB-ArrayTools/). (**d**) Gene pathways altered in the beating group among 468 genes extracted by class comparison analysis (*p* < 0.0001) from 10,015 prefiltered genes (FDR: 10^−7^ to 0.002). FDR, false discovery rate.

**Figure 3:**
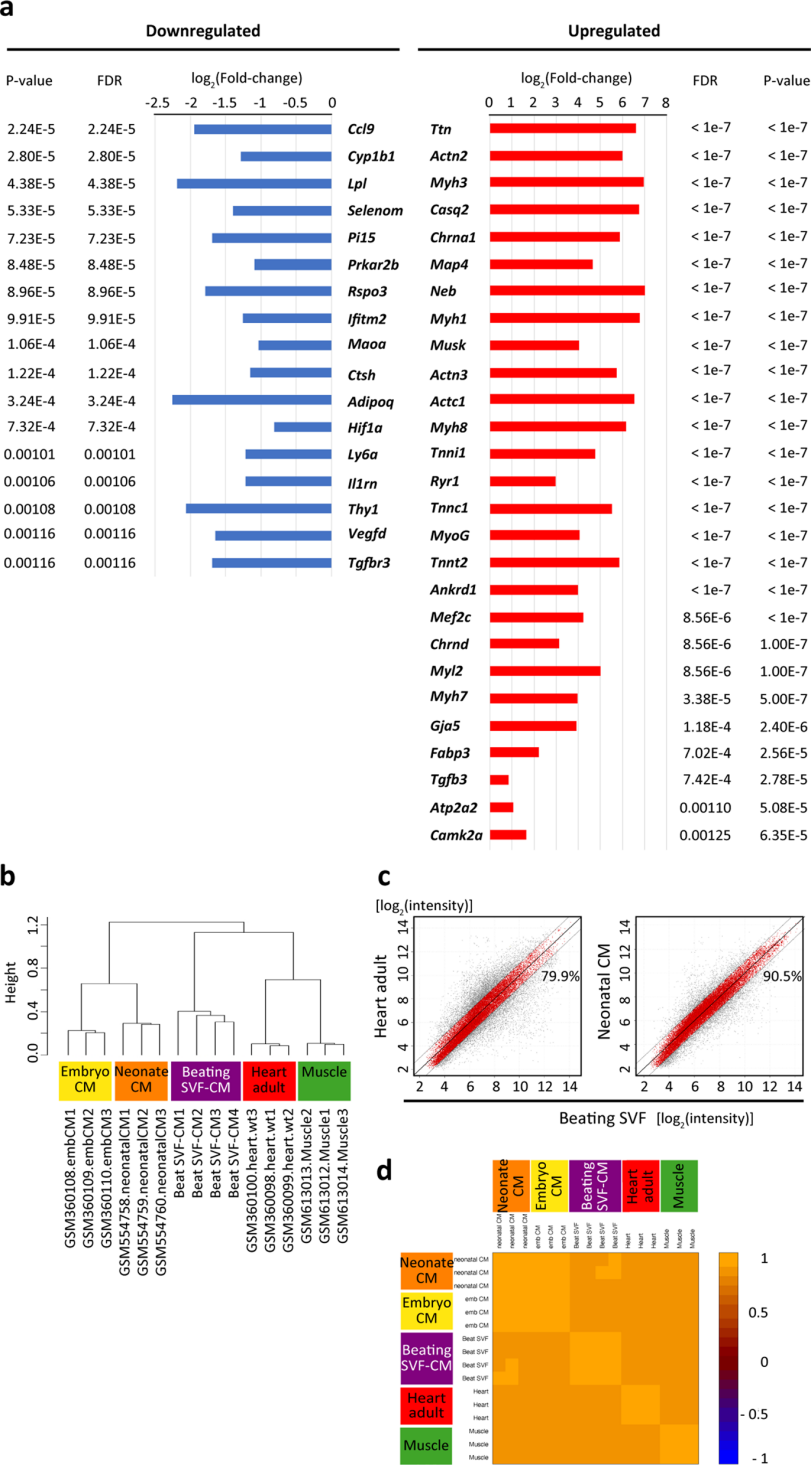
Global gene expression profile in beating clusters of SVF. (**a**) Primary genes up- and downregulated in the beating compared to the non-beating group among 468 genes extracted by class comparison analysis (*p* < 0.0001) from 10,015 prefiltered genes (FDR: 10^−7^ to 0.002). FDR, false discovery rate. (**b**) Hierarchical clustering analysis of 32,000 genes (genes with a log-ratio variation in the 10th percentile were excluded) using an unsupervised learning method, compared with the SVF group based on array (Affymetrix Mouse Gene 1.0 ST Array) data from the gene expression omnibus database (NIH; Table S2). (**c**) Scatterplot of gene expression [log_2_(intensity)] between beating SVF and adult heart or neonatal cardiomyocytes. Genes with a ≤ twofold difference in expression are shown in red and the ratios to all genes are indicated. (**d**) Image plot of pairwise Pearson correlation of expression of arrays of beating SVF comparing to neonatal cardiomyocytes, embryo cardiomyocytes, adult heart, and skeletal muscle. The arrays are ordered based on hierarchical clustering using the average linkage method. Colours indicate the correlation coefficients. The graphical images of hierarchical clustering (**b**), scatter plot (**c**), and image plot (**d**) were generated using BRB Array Tools software (v. 4.6.0) (NIH, Bethesda, MD, USA) (URL: https://brb.nci.nih.gov/BRB-ArrayTools/).

### The phenotype of SVF-beating cells was similar to ventricular cardiomyocytes

Because the beating SVF clusters had a similar global gene expression profile to that of neonatal cardiomyocytes, we examined the expression of cardiomyocyte-related genes and the levels of the encoded proteins. qRT-PCR demonstrated that the beating SVF cells expressed genes encoding cardiomyocyte-specific sarcomere proteins, including cardiac muscle troponin T (Tnnt2), myosin heavy chain 6 (Myh6), and actin alpha cardiac muscle 1 (Actc1). The ventricular phenotype of myosin light chain (MLC) 2v (Myl2) was expressed in the beating SVF cells but the atrial type of MLC 2a (Myl7) was not expressed in the beating SVF, as in the non-beating SVF. Likewise, immunocytological analysis demonstrated that the beating SVF cells co-expressed cardiac troponin T (cTnT) with MLC2v (Fig. 4a,b). Co-staining of alpha-actinin with MLC2v indicated the beating SVF cells to be striated muscle with a ventricular phenotype (Fig. 4c). Expression of the pacemaker ion channels encoded by Hcn4 and Hcn2 was increased in beating SVF cells. Expression of the gene encoding secreted brain natriuretic peptide (BNP), but not atrial natriuretic peptide, was enhanced in beating SVF cells, consistent with the expression of ventricular-type MLC. The beating SVF expressed Gja1 at a high level and connexin 43 protein was localised between beating cells (Fig. 4a,d). In the non-beating SVF group, adipocyte- and chondrocyte-specific genes were upregulated (Supplementary Figures S3a and S3c), and some non-beating SVF cells differentiated into adipocytes in the same dish in which beating SVF cells grew (Supplementary Figure S3b).

**Figure 4:**
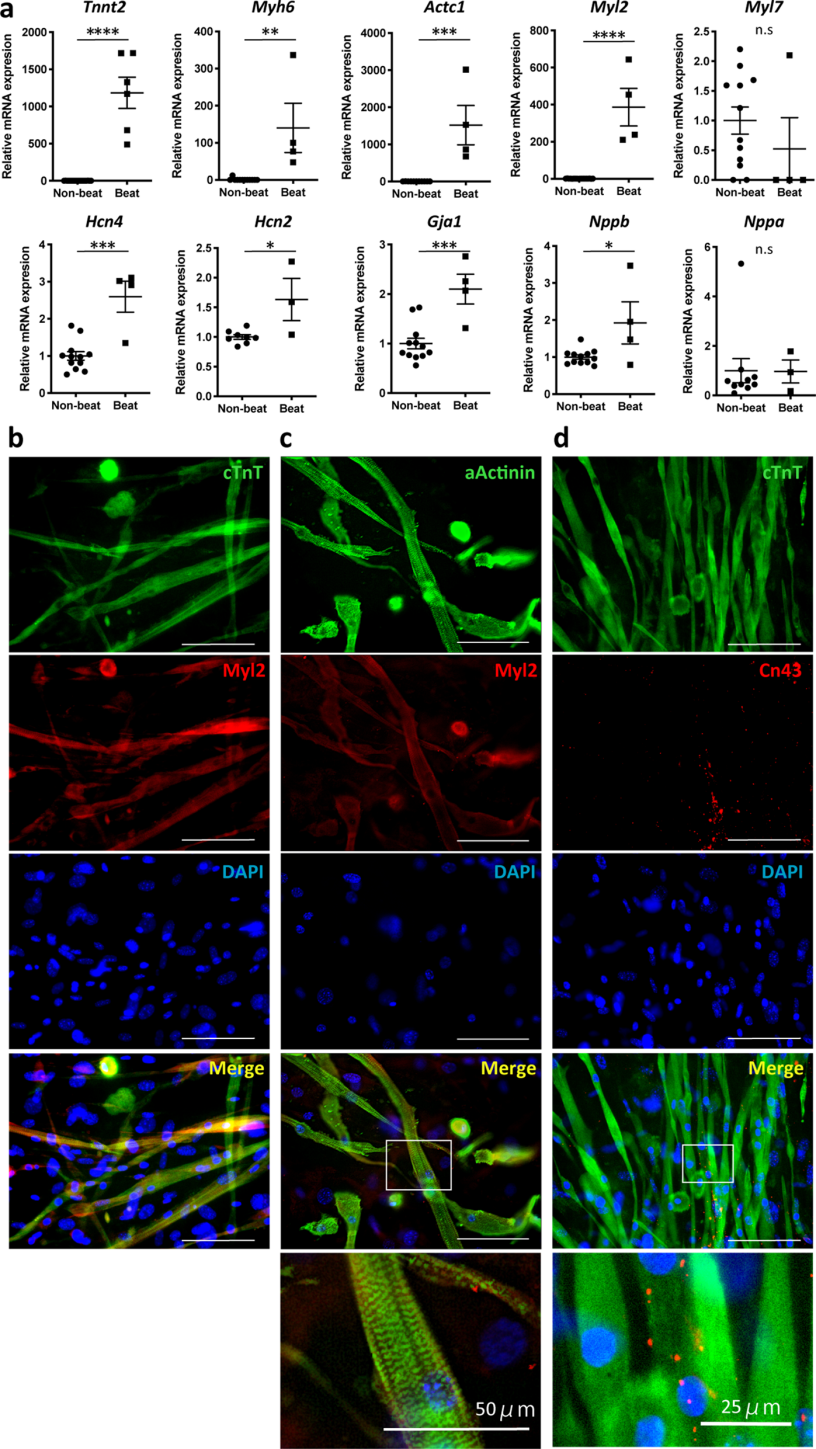
SVF beating cells have a cardiomyocyte phenotype. (**a**) mRNA levels of cardiomyocyte-specific sarcomere proteins, ion channels, and secreted proteins in the beating and non-beating groups. (**b**) Representative immunofluorescence images of beating cells stained for cardiac troponin T (cTnT), Myl2, alpha-actinin (aActinin), and connexin-43 (Cn43) on day 28 after cultivating SVF. White square, area of interest (shown below at higher magnification). Scale bar, 100 µm. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001 by *t*-test. DAPI, 4′,6-diamidino-2-phenylindole; SVF, stromal vascular fraction.

### Analysis of round beating CFPs

To test our hypothesis that the round cells were the progenitors of CMs, we performed a single-cell-based global gene expression analysis. 

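The round cell sample was 1 pool of 6 cells collected on day 14 and read on the same array type after amplification of its RNA. It has no replicate, so its values carry no error and no test was made; it also differs from the other samples in day and in number of cells. Its log2 signals were set beside the mean of the 4 non-beating and of the 4 beating samples, and each gene's difference was ranked among 500 transcript clusters of the same mean level. The array's median was 3.54, and over all clusters the round value exceeded the non-beating mean by a median of 0.22 on the log2 scale. This shift depended on the level: over 4 equal groups of clusters by level, from dimmest to brightest, its median was 0.32, 0.58, 0.19 and -1.29. With a 1.75-fold prefilter, 14266 clusters of the 9 arrays were kept. Centring each array on its median, or quantile normalization of the 9 arrays, was tried as an alternative scaling.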

On day 14 of primary SVF culture, six round cells were picked up using the ALS CellCelector system (Fig. 5a) and combined for microarray analysis. The round cells expressed genes related to cardiac sarcomere components, gap junctions, and pacemaker activity (Fig. 5b). 

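Tnnt2, cardiac troponin T (Entrez Gene 21956, chromosome 1 from 135836315 to 135852268 on GRCm38), had a log2 signal of 11.47 in the round cells, 6.16 above the non-beating mean, which ranked at percentile 99.6 of clusters of the same level. Its beating mean was 11.11 ± 0.080 (SD, n = 4), 55.9-fold above the non-beating samples (adjusted p = 6.93e-06). Myl2, the ventricular myosin light chain, was at 3.39 in the round cells, 0.80 above the non-beating mean (percentile 86.4) and below the beating mean of 7.43 ± 0.65. Gja5, the gap junction protein connexin 40, was at 3.16 in the round cells against 6.75 ± 0.80 in beating and 2.92 ± 0.13 in non-beating samples. Myh6, the alpha myosin heavy chain of the heart, was at 3.45 in the round cells, 1.09 above the non-beating mean (percentile 81.8), and at 2.77 ± 0.094 in beating samples (adjusted p = 0.0131). Hcn2, a pacemaker channel, was at 3.48 in the round cells, 0.46 above the non-beating mean (percentile 41.8). After quantile normalization the round values of Hcn2 and Gja5 were -0.010 and -0.28 from the non-beating mean, and after median centring Gja5 was at -0.21, so their directions turned. After median centring the round value of Tnnt2 was -0.038 from the beating mean, against 0.36 as deposited.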

To investigate the key transcription factors for transdifferentiation into CMs, 491 CisBP transcription factors were identified by screening for unchanged genes among the beating, non-beating, and round cells. 

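Fig. 5c names 16 transcription factors of its group B, and 14 of the 15 analysed here rose in the beating samples, over all clusters and when adjusted over the list alone. Zfp658, a zinc finger protein, did not pass the test, at 2.54 ± 0.0022 against 2.51 ± 0.063 (log2 signal, SD, n = 4 each, adjusted p = 0.855). Dmd rose by 2.91 on the log2 scale, Klf5, a Krüppel-like factor, by 2.23, Scx, a tendon factor, by 2.42, Trp63 by 2.08, Peg3 by 2.14, Zim1 by 2.15, Tead4 by 1.96, Sox11 by 1.82, Tbx15 by 0.98 and Rfx3 by 0.67 (adjusted p = 0.0258). In the round cells the median of the 15 lay 1.66 above the non-beating mean and -0.51 from the beating mean; 14 were above their non-beating mean and 3 above all 8 other arrays. Round values relative to the beating mean turned from -1.02 to 0.077 for Dmd, -0.45 to 0.62 for Scx, -0.42 to 0.34 for Trp63 and -0.98 to 0.11 for Sox11 after quantile normalization, and for Klf5 to -0.027 after median centring. The study chose this list on these samples, so its direction is not independent evidence (camera adjusted p = 1.01e-22; adjusted p = 0.00831 with an estimated correlation). Yy1, a widely expressed factor, was -3.53 from the non-beating mean in the round cells, below all 8 other arrays, and at 7.62 ± 0.26 in beating and 7.64 ± 0.073 in non-beating samples. With the adjusted two-sample test of the methods 11 of the 15 were higher, and the call of Tbx15 was lost with it and with a replicate block (adjusted p up to 0.064). The call of Rfx3 was lost with both and without 5 of the 8 arrays in turn (adjusted p up to 0.0873).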

The heatmap classified these genes into four groups according to their expression pattern: group A, upregulated only in round cells; group B, slightly upregulated in round cells and substantially upregulated in beating cells; group C, downregulated only in round cells; and group D, downregulated in round and beating cells (Fig. 5c,d). 

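Nkx2-5, a homeobox factor of the early heart (Entrez Gene 18091, chromosome 17 from 26838664 to 26844988 on GRCm38), had a log2 signal of 5.26 in the round cells, above all 8 other arrays. It was at 4.05 ± 0.065 in beating and 4.04 ± 0.061 in non-beating samples (SD, n = 4 each), a difference of 0.017 (adjusted p = 0.913). The round value was 1.23 above the non-beating mean, which ranked at percentile 89.4 of 500 clusters of the same level. After quantile normalization this difference was 2.03 and after median centring 0.77, from a single pool.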

Nkx2–5, which is important for differentiation into the cardiac lineage in the embryo, was upregulated only in round cells.

**Figure 5:**
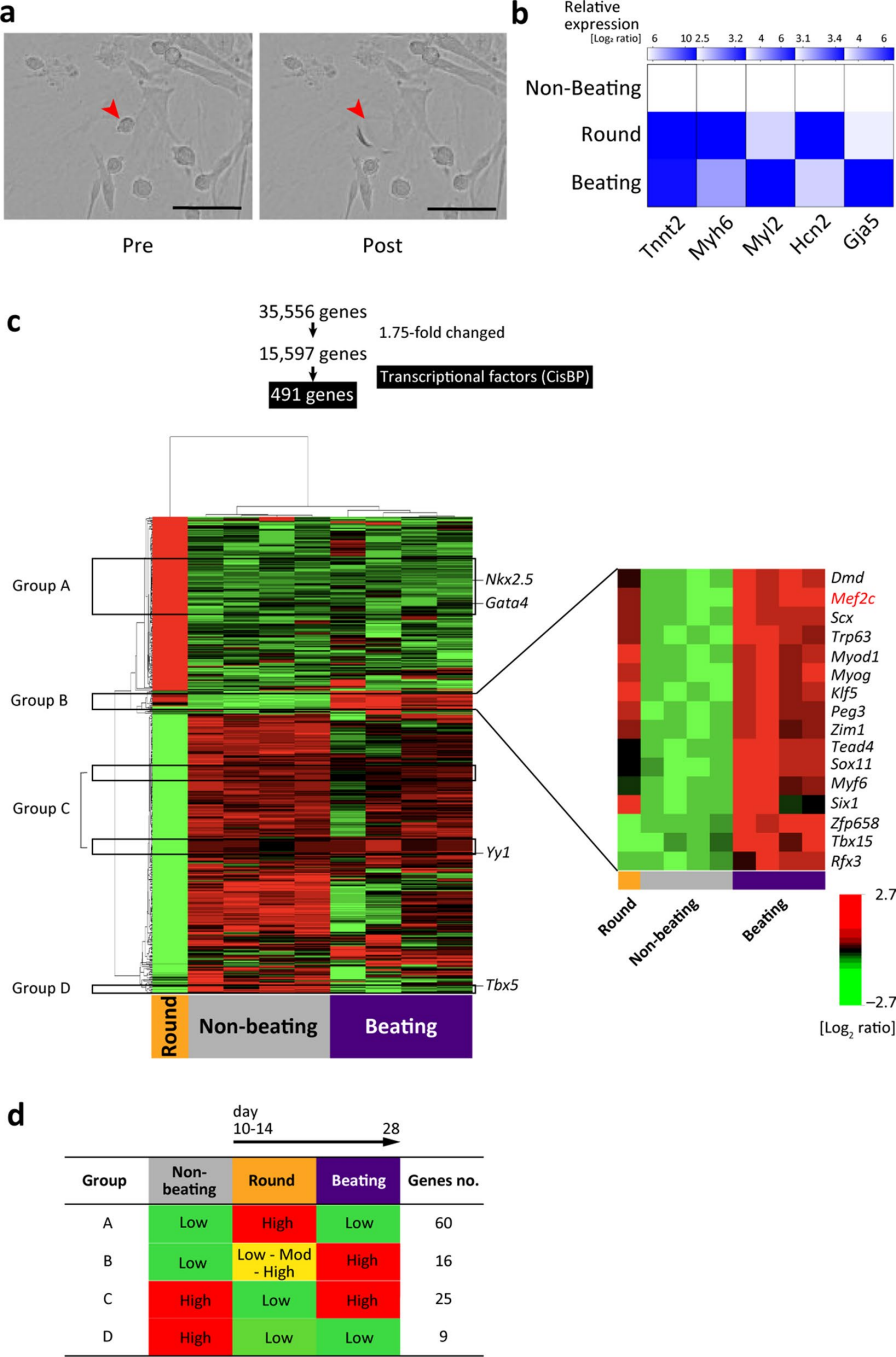
Single cell-based analysis of round cells, which appear at ~ day 14 and transdifferentiate into beating CMs. (**a**) Representative phase-contrast images of a round cell (red arrowhead) before (pre) and after (post) being picked-up using the ALS CellCelector. Scale bar = 100 µm. (**b**) Relative expression levels of representative cardiac-specific genes. Colours indicate log_2_ ratios. (**c**) Heatmap of microarray data showing 491 differentially expressed transcription factors in the round, non-beating, and beating groups using 15,597 prefiltered genes (under the condition that at least one expression value has a ≥ 1.75-fold change in either direction from the median value; n = 4 in the non-beating and beating group versus n = 1 in the round cell group. The round cell group constituted the combined product of six isolated cells). Among 491 genes, four groups of transcription factors (A to D) were selected (black boxes). Group B is magnified, and the key genes are indicated at right. The scale extends from 0.15- to 6.5-fold over the median (–2.7 to + 2.7 in log_2_ scale). Red indicates increased expression, and green indicates decreased expression. (**d**) Alterations of gene expression and numbers of genes are shown. The graphical images of expression panel (**b**) and heatmap (**c**) were generated using BRB Array Tools software (v. 4.6.0) (NIH, Bethesda, MD, USA) (URL: https://brb.nci.nih.gov/BRB-ArrayTools/).

### Mef2c was upregulated in round CFPs and in beating CMs

Because the gene expression profile of beating SVF was suggestive of ‘direct reprogramming of cardiac fibroblasts into cardiomyocytes’ (Fig. 2d), we examined the expression of the associated transcription factors Gata4, Mef2c, and Tbx5. Gata4, Mef2c, and Tbx5 showed different expression patterns. They were assigned to groups A, B, and D as described above, respectively (Fig. 5c). qRT-PCR confirmed that Gata4 and Mef2c were upregulated in beating SVF, whereas expression of Tbx5 was unchanged, compared to that in non-beating SVF (Fig. 6a). 

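Mef2c, a muscle transcription factor (Entrez Gene 17260, chromosome 13 from 83504017 to 83667079 on GRCm38), was 16.1-fold higher in beating than in non-beating samples, at 10.13 ± 0.20 against 6.12 ± 0.52 (log2 signal, SD, n = 4 each, adjusted p = 5.99e-05). In the round cells it was at 9.34, above the 4 non-beating samples and below the 4 beating samples. Gata4, a zinc finger factor of the heart (Entrez Gene 14463, chromosome 14 from 63198914 to 63271712), was at 3.53 ± 0.11 in beating and 3.60 ± 0.11 in non-beating samples (adjusted p = 0.696) and at 4.44 in the round cells, 0.84 above the non-beating mean (percentile 73 of clusters of the same level). Tbx5, a T-box factor of the heart (Entrez Gene 21388, chromosome 5 from 119796514 to 119885220), was 1.69-fold lower in beating samples, at 3.16 ± 0.17 against 3.91 ± 0.32 (adjusted p = 0.0357), and at 3.45 in the round cells. The call of Tbx5 was lost without beating replicates 1, 2 or 3 and without non-beating replicates 1, 3 or 4 (adjusted p up to 0.0997), with array weights, with the two-sample test of the methods and with a replicate block. Its round value turned from 0.29 to -0.13 relative to the beating mean after quantile normalization and to -0.10 after median centring.

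**Figure D1:**
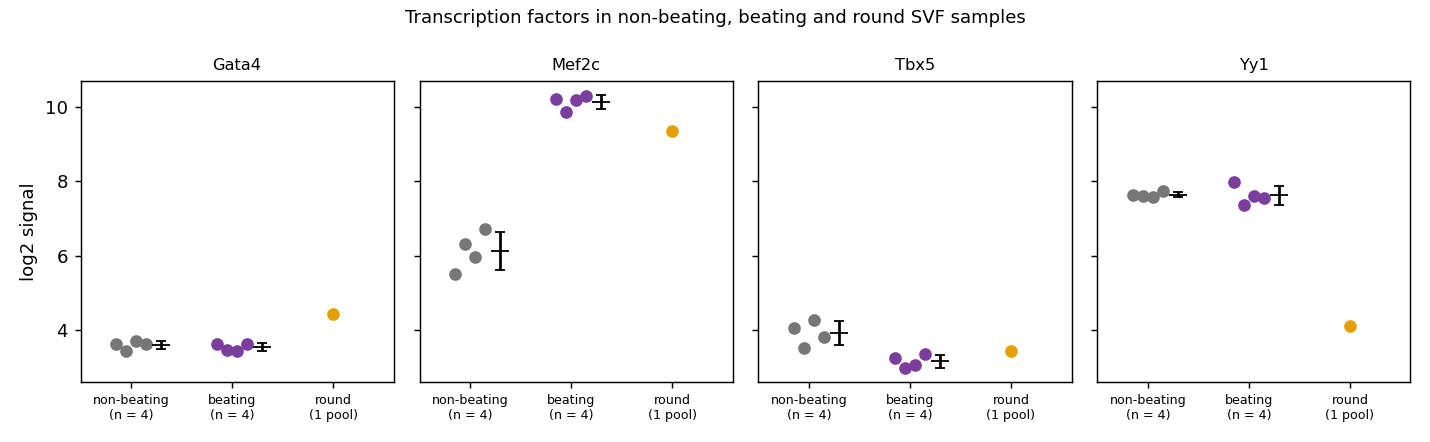
Log2 signal of Gata4, Mef2c, Tbx5 and Yy1 on each array in non-beating (n = 4), beating (n = 4) and round (1 pool) samples. Points are arrays, and black marks are the mean and SD of 4. Mef2c is higher in all 4 beating arrays than in all 4 non-beating arrays. Yy1 in the round pool is below all 8 other arrays, as were 8133 of all 33323 clusters.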

Mef2c was markedly upregulated in beating SVF. Furthermore, immunofluorescence imaging demonstrated that Mef2c and Gata4 were coexpressed in 70% of the round cells (Fig. 6b,d). Moreover, 98% of the beating SVF cells were positive for cardiac troponin T, and 63% of those expressed Mef2c in the nucleus (Fig. 6c,e, and Supplementary Video S10). Since the pathway analysis of the global transcriptome (Fig. 2d) indicated that the beating SVF clusters expressed skeletal muscle- and cardiomyocyte-related genes, we examined the expression of MyoD1, a specific marker of skeletal myocyte differentiation. 

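Skeletal muscle genes rose with the genes shared with the heart. All 22 skeletal muscle contractile genes, listed before the data were examined, were higher in the beating samples, also when adjusted over the list alone (20 by the adjusted two-sample test; camera adjusted p = 2.94e-51; adjusted p = 0.00831 with an estimated correlation). Neb, the thin filament protein nebulin, was 118-fold higher (adjusted p = 2.04e-07), Myh3, the embryonic myosin heavy chain, 113-fold, Myh1, a fast myosin heavy chain, 97.3-fold and Casq1, a calcium buffer of skeletal muscle, 80.1-fold. Myod1 (Entrez Gene 17927, chromosome 7 from 46376474 to 46379092 on GRCm38) was 5.29-fold higher, with a log2 fold change of 2.40 (standard error 0.14, adjusted p = 4.57e-05), and its log2 signal was 6.27 in the round cells. Of 11 skeletal myogenic regulators, 6 were higher and 5 did not pass the test (8 higher and 1 lower when adjusted over the list alone, 3 higher by the adjusted two-sample test; camera adjusted p = 3.94e-08; adjusted p = 0.0582 with an estimated correlation). Mymk, which drives myoblast fusion, had a log2 fold change of 4.38, Myog, myogenin, 3.83 and Myf6 2.76, whose call was lost with the adjusted two-sample test (adjusted p = 0.0507). Of 11 genes of the neuromuscular junction, 6 were higher and 5 did not pass the test (9 higher when adjusted over the list alone, 6 by the adjusted two-sample test; camera adjusted p = 2.01e-13; adjusted p = 0.00831 with an estimated correlation). Among them, Chrna1 rose by 5.70, Musk by 3.86, Chrng, the fetal subunit of the acetylcholine receptor, by 2.80 and Chrnd by 2.40. Neb, Myh3 and Myh1 of the contractile list and Chrna1, Musk and Chrnd of the junction list are also in Fig. 3a. Myog and Myf6 are in group B. The study chose those genes on these samples, so these lists are not fully independent evidence of direction. Whether probes of myosin heavy chain paralogs share sequence was not examined.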

Flow cytometry demonstrated that on day 14, 9.1% of the SVF cells were positive for MyoD1, and 4.5% were positive for cardiac troponin T (Supplementary Figure S4a). Among the cardiac troponin T-positive cells on day 14, most of which were round cells as confirmed by immunocytochemistry (Supplementary Figure S4c), 81% expressed MyoD1 (Supplementary Figure S4b). The round cells no longer expressed MyoD1 upon becoming elongated beating SVF cells (Supplementary Figure S4c). On day 28, most of the beating SVF cells expressing cTnT were negative for MyoD1 (Supplementary Figures S4a, S4b, and S4d). By contrast, a non-beating SVF cluster expressing MyoD1 was negative for cTnT (Supplementary Figure S4e).

**Figure 6:**
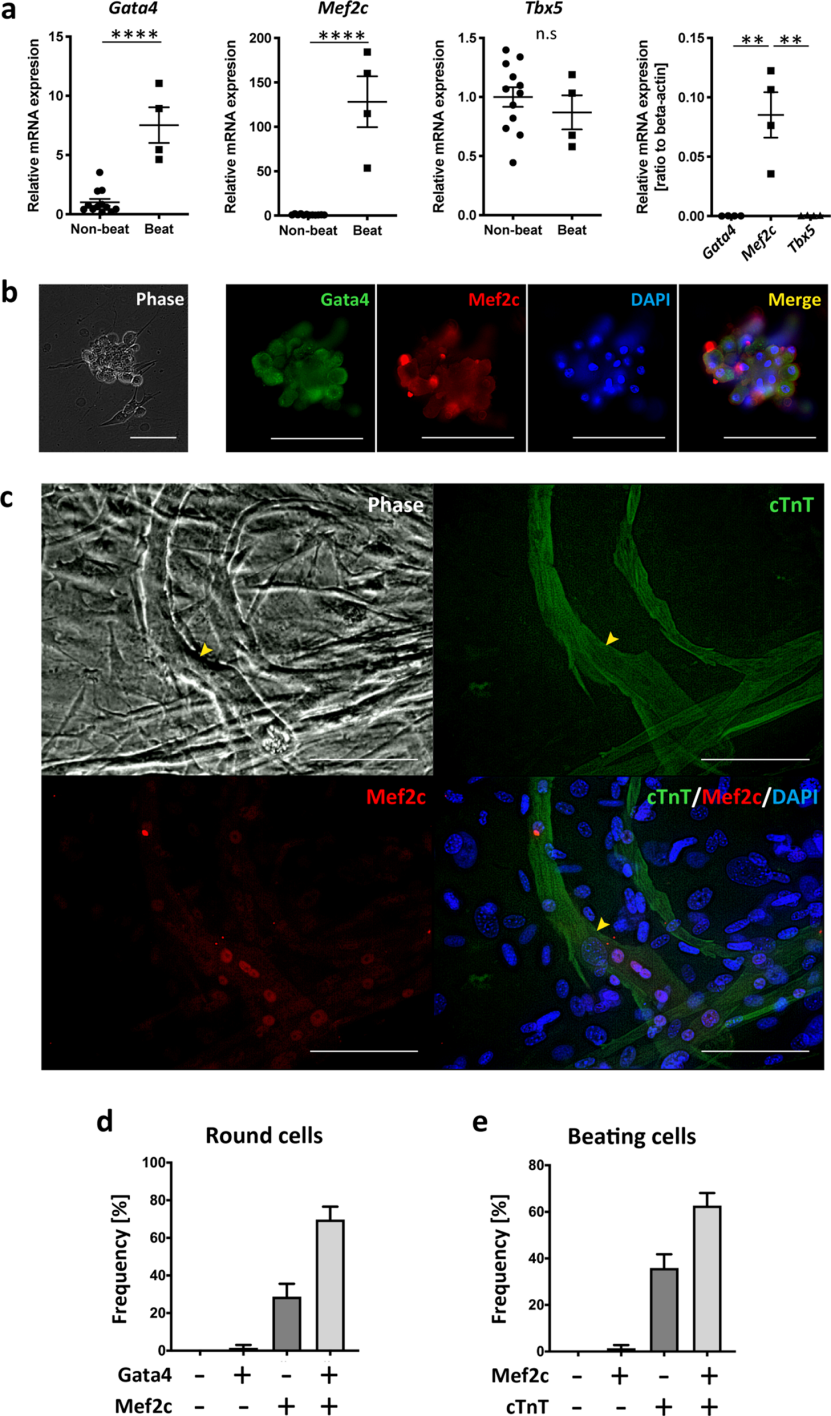
Gata4, Mef2c, and Tbx5 expression in the beating and non-beating groups. (**a**) Left three panels, gene expression levels in the beating and non-beating group. Right panel, gene expression levels in the beating and non-beating group relative to that of β-actin. (**b**) Representative immunofluorescence images of a cluster of round cells expressing Gata4 and Mef2c on day 14. (**c**) Phase-contrast and immunofluorescence images of beating cells expressing cardiac troponin T (cTnT) and Mef2c on day 28. The arrowhead indicates a beating cell. Scale bar, 100 µm. DAPI, 4′,6-diamidino-2-phenylindole, ** *p* < 0.01; **** *p* < 0.0001 by *t*-test or ANOVA and Tukey’s post hoc test. (**d**) The frequency of round cells expressing Gata4 and Mef2c (10 round cells were examined per experiment, n = 13). (**e**) The frequency of beating cells expressing Mef2c and cTnT (15 beating cells were analysed per experiment, n = 4).

### Overexpression of SVF with Mef2c augmented the yield of round CFPs and their transdifferentiation into CMs

To examine whether direct reprogramming-related transcription factors regulate the transdifferentiation of SVF into CMs, we transduced SVF with transcription-factor-encoding genes using a lentivirus vector. Overexpression of Mef2c resulted in a 16-fold increase in the number of round cells (Fig. 7a–d,f) and significantly increased expression of cardiac troponin T (Fig. 7g). Both effects were suppressed by gene silencing using a short hairpin RNA targeting Mef2c (Figs. 7e–g). By contrast, overexpression of Gata4, Tbx5, or control vector had no effect. Although the efficiency of transducing with Mef2c varied among the experiments, expression levels of cardiac troponin T showed a positive linear correlation with those of Mef2c (Fig. 7h). SVF with 40-fold augmented Mef2c gave rise to spontaneously beating CMs with ~ 2000-fold increased cardiac troponin T expression. Therefore, Mef2c positively regulates the transdifferentiation of SVF into CMs.

**Figure 7:**
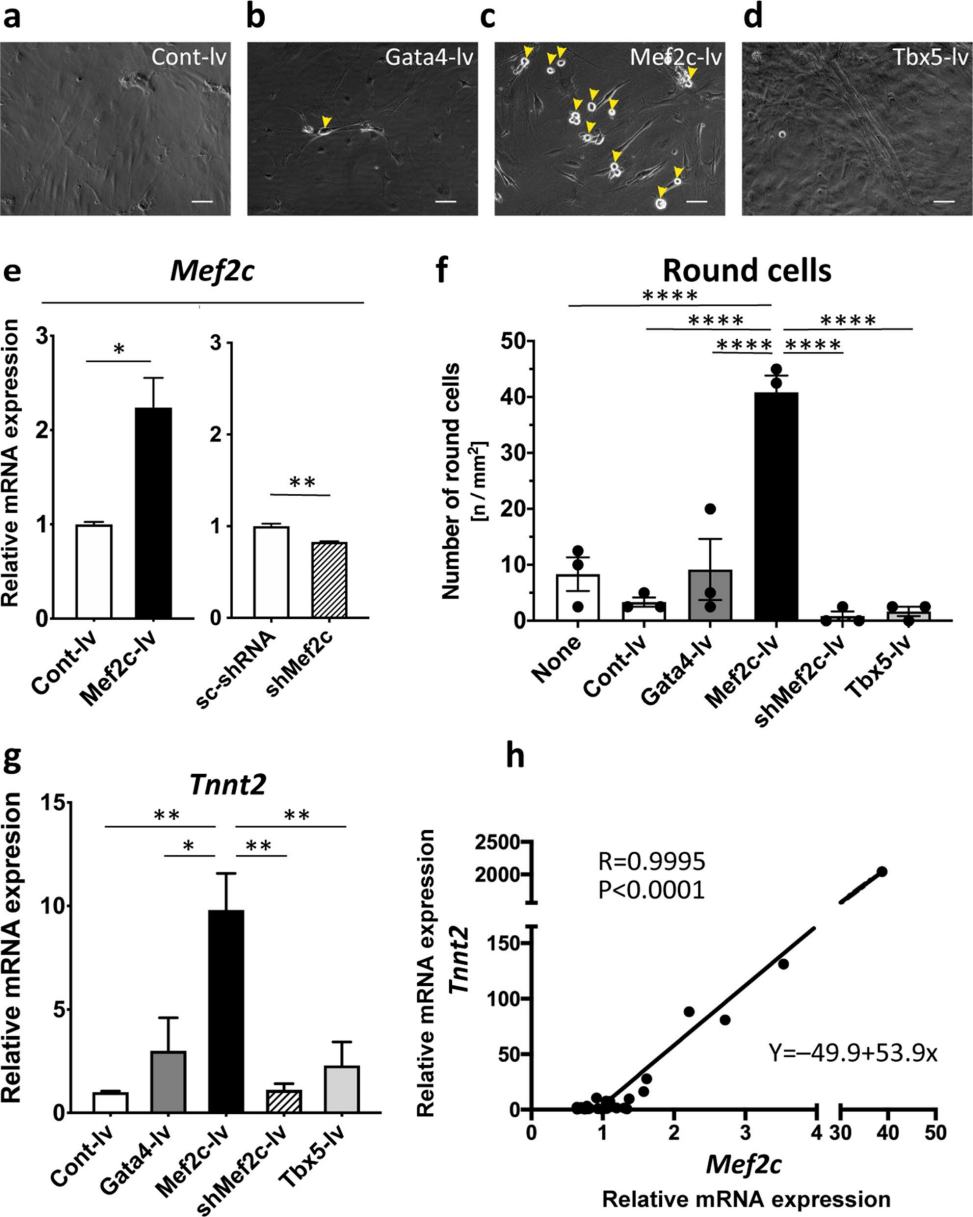
Overexpression of SVF with Mef2c augments the number of round cells and their transdifferentiation into CMs. (**a**–**d**) Phase-contrast images of SVF on day 28 after transfection on day 5 (**a**, control; **b**, Gata4; **c**, Mef2c; **d**, Tbx5). Arrowheads indicate round cells; lv, lentivirus vector. (**e**) mRNA level of Mef2c, determined by qRT-PCR, on day 28 in SVFs transfected with the control vector and Mef2c-lv (left), or scrambled shRNA and shMef2c-lv (right), on day 5, respectively. shRNA, short hairpin RNA; shMef2c, shRNA targeting Mef2c. (**f**) Number of round cells on day 14 after introducing SVF with none (none) or the control, Gata4, Mef2c, shMef2c, or Tbx5 lentivirus vector. (**g**) mRNA level of cardiac troponin T by qRT-PCR on day 28 in SVF transfected with the control, Gata4, Mef2c, shMef2c, or Tbx5. (**h**) Relationship between the mRNA levels of Mef2c and cardiac troponin T in the SVF transduced with Mef2c. R, Pearson’s product-moment correlation coefficient. The linear interpolation formula is displayed. Scale bar = 100 µm. * *p* < 0.05; ** *p* < 0.01; **** *p* < 0.0001 by ANOVA and Tukey’s post hoc test.

## Discussion

We identified simple culture conditions under which murine inguinal Ad-SVF reproducibly and spontaneously transdifferentiated into beating CMs without induction. This phenomenon occurred only in primary SVF culture and was mediated by round cells. We evaluated the global gene expression profiles of the spontaneously differentiated beating CMs and the round progenitor cells. We also identified the master gene required for SVF transdifferentiation into beating CMs.

MSCs are multipotent mesenchymal stem cells that have advantages over iPS-derived CMs^3,6,8,19^ in terms of safety and availability^20^. The mechanism of action of MSCs in cardiac regeneration therapy is protection of injured cardiomyocytes by secreted cytokines and growth factors. Several failed attempts have resulted in a consensus that MSCs do not differentiate into beating CMs^9,21,22^. Bone-marrow-derived stromal cell lines can be induced to differentiate into spontaneously beating CMs by 5-azacytidine^16^. Subcutaneous Ad-SVF shows promise for clinical applications because the need for expansion in culture^13,15^ is removed by the abundant multipotent stem cells that can transdifferentiate into adipocytes, chondrocytes, or cardiomyocytes^23,24^. Planat-Bénard et al. reported transdifferentiation of Ad-SVF into beating CMs using semi-liquid medium and supplementation with cytokines and growth factors^17^. The use of semisolid culture with enzyme-crosslinked gelatine hydrogels obviates the need for supplements to induce differentiation of SVF into beating CMs^18^. By contrast, we achieved differentiation of SVF into spontaneously beating CMs using an uncoated culture dish and standard liquid medium supplemented only with a reducing agent. By minimising external modification of SVF cells, their original characteristics when undergoing transdifferentiation into CMs were revealed, without reducing the efficiency of beating SVF cell production. In this study, we performed immunofluorescence imaging, intracellular calcium imaging, electrophysiological recording, and single-cell-based global gene expression profiling of beating SVF clusters.

Expression profiling of beating SVF clusters was hampered by the presence of non-beating SVF. In this study, beating SVF clusters were manually selected and RNA was extracted for global gene expression profiling. 

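Of 18 pacemaker, ion channel and calcium handling genes, Casq2, Camk2a and Atp2a2 were higher in the beating samples and 15 did not pass the test (3 higher and 1 lower when adjusted over the list alone, 2 higher by the adjusted two-sample test; the call of Camk2a was also lost with quantile normalization and without 6 of the 8 arrays in turn; camera adjusted p = 0.0932; adjusted p = 0.338 with an estimated correlation). The pacemaker channel genes Hcn4 and Hcn2 had log2 fold changes of -0.13 (adjusted p = 0.314) and 0.081 (adjusted p = 0.641). Of 7 connexins, Gja5 (Entrez Gene 14613, chromosome 3 from 97032402 to 97053634 on GRCm38) was higher, with a log2 fold change of 3.84 (adjusted p = 0.000773), which is also the count when adjusted over the list alone and by the adjusted two-sample test, and 6 did not pass the test (camera adjusted p = 0.515; adjusted p = 0.644 with an estimated correlation). The median of the connexins was -0.038 and their mean 0.51, which differ in sign. By fry, the adjusted p was 0.00014 for the pacemaker, ion channel and calcium handling list and 0.0464 for the connexins. Gja1, connexin 43, was at 6.99 ± 0.068 in beating and 7.25 ± 0.22 in non-beating samples (log2 signal, SD, n = 4 each, adjusted p = 0.232). Nppa and Nppb, the natriuretic peptides of atrium and ventricle, had log2 fold changes of 0.11 (adjusted p = 0.337) and 0.088 (adjusted p = 0.58), and Myl7, the atrial myosin light chain, 0.16 (adjusted p = 0.449). A p that misses the threshold does not show that a gene did not change.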

Consistent with previous reports^17,18^, the beating SVF clusters expressed genes encoding cardiac sarcomere, gap junction, pacemaker ion channel, and secretory proteins. The levels of the corresponding proteins (cardiac troponin T, ventricular myosin light chain, and connexin 43) were confirmed by immunofluorescence. The global gene expression profiles of the beating SVF clusters were comparable to the profiles of neonatal cardiomyocytes^25,26^ but differed from those of adult cardiomyocytes. In an electrophysiological study, the beating CMs had a prolonged action potential with a small plateau phase. Consistently, the intracellular calcium influx decreased gradually in the systolic phase, similar to previous studies of a rodent ventricular phenotype^27^. Collectively, the beating SVF cells were similar to cardiomyocytes.

The factor that regulates the switch to the cardiomyocyte lineage during SVF primary culture is important. In adults, cardiomyocytes are terminally differentiated and do not grow^14^. Transcription of cardiomyocyte-related genes is strictly regulated by epigenetic processes including CpG methylation, histone modifications, and noncoding RNAs^28–31^, which restrict the activation of transcription factors related to cardiac differentiation^29^. A pathway analysis of the microarray data showed that the expression of genes related to ‘direct reprogramming of cardiac fibroblasts into cardiomyocytes’ was altered in beating SVF cells. Direct reprogramming shows promise for regeneration therapy^26^, in which application of cardiac fibroblasts in combination with transcription factors—including Gata4, Mef2c, and Tbx5—induces transformation into cardiomyocytes^32^. Indeed, in the beating SVF group, Gata4 was upregulated and Mef2c was highly expressed; by contrast, expression of Tbx5 was unchanged. Additionally, in the non-beating SVF group, adipocyte- and chondrocyte-specific genes were upregulated. Therefore, reprogramming of the cells occurred during the primary culture of SVF, and the reprogrammed cells differentiated into cardiomyocytes, as well as adipocytes or chondrocytes. The ultimate goal of the Ad-SVF-derived CMs is to selectively generate abundant functional CMs for cardiac regeneration applications. The addition of supplements including cytokines and growth factors, as used previously^17^, did not increase the yield of beating CMs. However, we found that the transcription factor Mef2c was crucial for activating SVF cells towards cardiac differentiation. Transduction of the SVF cells with Mef2c using a lentiviral vector allowed sustained augmentation of gene expression during cell multiplication, which increased CM generation. Notably, the number of beating CMs was directly proportional to Mef2c expression. Therefore, our results indicate that primed SVF cells transduced with Mef2c have therapeutic potential in heart failure.

The fact that the beating SVF cells originated from round cells led to the hypothesis that the latter were CFPs. The round cells were readily discriminated from other cells by phase-contrast microscopy, enabling isolation of-single cells^33^ and assessment of their global gene expression profiles. The expression of transcription factors could be classified into four groups, and some cardiomyocyte-specific genes were upregulated even in round cells. Also, Mef2c was upregulated in round cells and this was retained in beating SVF; by contrast, upregulation of Gata4 and Nkx2–5 was transient. These results imply that the round cells were CFPs. 

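The round cells carried muscle genes above the level of non-beating samples. The median of 22 shared heart and skeletal genes was 2.95 above the non-beating mean and that of 22 skeletal contractile genes 4.98, and no list of 10000 random lists of the same size and level reached either. The median of 11 myogenic regulators was 1.16 (percentile 99.7) and that of 11 neuromuscular junction genes 0.85 (percentile 97.8). All of these lists rise in beating samples, so the mean level used for matching lay above their non-beating level. The brightest clusters shifted down on the round array (median -1.29), and no match on the non-beating level was made. The percentiles of these lists may therefore be too high, and that of the macrophage list, which falls, too low. Cardiac-restricted genes had a median of 0.84 above the non-beating mean, percentile 95.6, with 14 of 17 above all 8 other arrays, as were 15475 of all 33323 clusters; after quantile normalization the median was 0.33 and after median centring 0.38. The 11 direct reprogramming factors had a median of 0.15 (percentile 36.8). Fibroblast and matrix genes lay -2.21 from the non-beating mean (percentile 1.37) and macrophage genes ranked at percentile 0.07; housekeeping genes lay lower too, 10 of 11 below all 8 other arrays (percentile 12.1), at a mean log2 signal of 6.10 against 8.68 ± 0.059 in beating and 8.77 ± 0.093 in non-beating samples (SD, n = 4 each), so RNA quality and amplification are not separated from these falls. The paper bases its hypothesis that round cells are progenitors of cardiomyocytes on the origin of beating cells from them. It states that the genes raised in round cells imply this. The pool has no replicate, and a percentile is a description of rank, not a test.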

The CFPs expressed specific genes, including those of cell-differentiating antigens (data not shown), which are candidate markers of CFPs. 

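Of all 33323 clusters, 15475 lay above all 8 other arrays in the round cells and 8133 below. Of 41 CD antigen genes, listed before the data were examined, 6 lay above all 8 other arrays and 24 below. The genes above were Cd63, Cd74, Cd164, Cd276, Icam1 and Nt5e; Cd276 was at 6.96 in the round cells, 0.92 above the non-beating mean, and Cd63, a tetraspanin of vesicles, at 12.12. Ncam1, a surface protein of muscle and nerve, and Itga7, a laminin receptor of muscle, rose in beating samples by 1.84 (adjusted p = 0.00148) and 1.67 and lay 1.24 and 1.63 above the non-beating mean in the round cells. Sirpa, a receptor of myeloid cells, had a log2 fold change of -1.65 in beating samples (adjusted p = 0.0192). In beating samples, 2 of the 41 were higher, 6 lower and 33 did not pass the test (4 higher and 9 lower when adjusted over the list alone, 2 higher and 4 lower by the adjusted two-sample test; camera adjusted p = 0.032; adjusted p = 0.448 with an estimated correlation). The list's median in the round cells was -1.25 from the non-beating mean (percentile 7.31). The genes above all arrays were named after their values were seen. The call of Sirpa was lost without beating replicate 2 and without non-beating replicates 2 or 4 (adjusted p up to 0.0677).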

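On the array of the round cell pool, 2528 transcript clusters were above all 8 other arrays by at least 1 on the log2 scale and 3814 below. Furthest above were the small RNA genes Mir100, Snora44, Mir205, Mir297b and Mir301b, the olfactory receptor genes Olfr645, Olfr532, Olfr943, Olfr518 and Olfr801, and Rdh7 and Nyx; Mir100 was at 9.18 against 2.14 ± 0.11 in beating samples (SD, n = 4). Nyx was at 10.00 in the round cells, but its other cluster was at 2.75, against means of 2.14 in beating and 2.10 in non-beating samples. In 1 amplified pool, such high values cannot be told apart from noise of the amplification, so they do not establish expression of these genes. Furthest below were Postn, Marcks, Bgn, Timp3, Efemp1, Abracl, Fn1, Nus1, Rbbp6, Thbs1, Aga and Lpp, among them matrix genes; Postn, periostin, was at 2.96 against 10.63 ± 0.18 in beating samples. Across all clusters, the round array correlated with the beating arrays at Pearson's r of 0.783 to 0.805 and with the non-beating arrays at 0.753 to 0.758. Replicates of the beating group correlated at 0.975 to 0.989 and those of the non-beating group at 0.988 to 0.992; these r are across clusters, which are not independent replicates. After median centring, 1151 clusters were above by at least 1.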

Note, however, that the CFP transcriptome in this study was the result of one round of the experiment based on a pooled sample of six hand-picked cells, raising the concern that noise was introduced; we hope to verify this in our next study by using more samples.

Our results also raise several questions. First, the global transcriptome of the beating SVF group represented a mixed cardiomyocyte/skeletal myocyte phenotype. 

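Most genes restricted to the heart did not pass the test between beating and non-beating samples. Of 17 such genes, listed before the data were examined, 12 had a positive and 5 a negative difference; Myh6 was higher, Tbx5 was lower and 15 did not pass the test, and the counts were the same when adjusted over the list alone (1 higher and 0 lower by the adjusted two-sample test; camera adjusted p = 0.347; adjusted p = 0.642 with an estimated correlation). Their mean log2 signal was 3.02 ± 0.083 in beating and 2.98 ± 0.027 in non-beating samples (SD, n = 4 each). The genes shared by heart and skeletal muscle had means of 8.28 ± 0.18 and 4.35 ± 0.15, and the skeletal contractile genes 8.55 ± 0.25 and 3.63 ± 0.21. Myh6 had a log2 fold change of 0.41, near the low end of the array's signal. The mean difference of the cardiac-restricted list, 0.042, turned to -0.015 after median centring and to -0.12 over the members left when dim clusters were removed. The call of Tbx5 was lost without 6 of the 8 arrays in turn and with 3 other alternatives, as given above, and that of Myh6 with a replicate block (adjusted p = 0.0672). From genes of both muscles, the paper states a mixed cardiomyocyte and skeletal myocyte phenotype, and it reasons from staining for cardiac troponin T and MyoD1 that a beating cell is a cardiomyocyte.

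**Figure D2:**
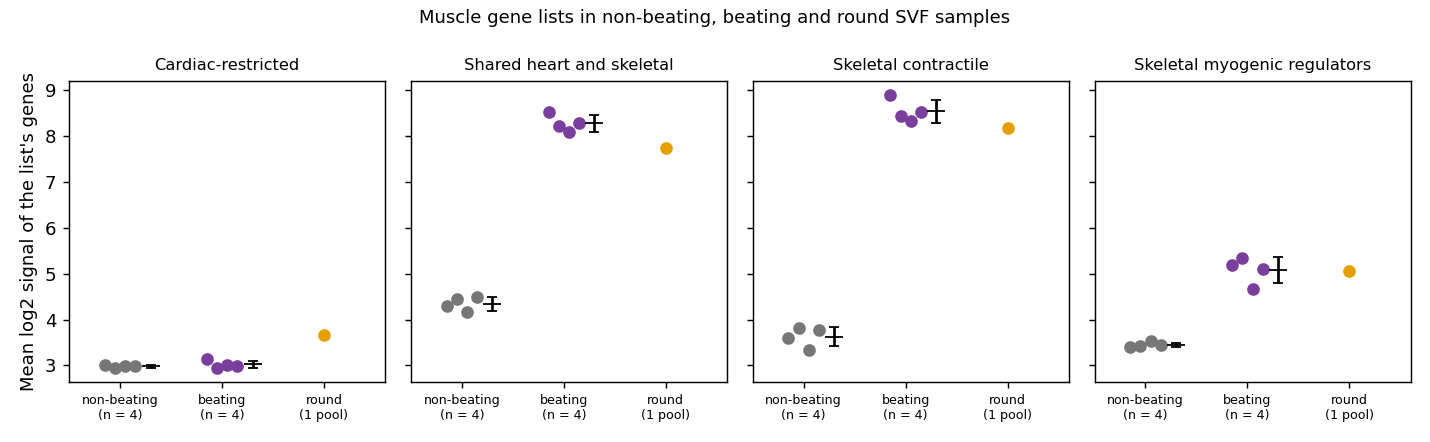
Mean log2 signal of the genes of 4 lists on each array, in non-beating (n = 4), beating (n = 4) and round (1 pool) samples. Points are arrays, and black marks are the mean and SD of 4. The cardiac-restricted list lies at 3.02 ± 0.083 in beating and 2.98 ± 0.027 in non-beating samples. The skeletal contractile list lies at 8.55 ± 0.25 and 3.63 ± 0.21. The lists are read by different probes, so the comparison is between samples within a list, not between levels of lists.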

On day 28, when the microarray analysis was performed, immunofluorescence staining revealed that the beating SVF cells all expressed cardiac troponin T, but not MyoD1, which is a specific transcription factor regulating skeletal muscle differentiation^34^. By contrast, a non-beating cell cluster expressing MyoD1 was negative for cardiac troponin T. Therefore, we considered a beating SVF cell to be a cardiomyocyte, but not a skeletal myocyte. As we selected the beating SVF clusters manually, we speculated that they contained not only beating SVF cells but also round cells (mostly expressing MyoD1) and nearby non-beating skeletal myocytes. We postulated that was why the transcriptome of the beating SVF group represented a mixed cardiomyocyte/skeletal myocyte phenotype. Using an immunofluorescence approach, the round cells considered to be CFPs exhibited transient MyoD1 expression; subsequently, the CFPs no longer expressed MyoD1 upon becoming cTnT-positive beating SVF cells. Although MyoD1 is a master gene involved in skeletal muscle^34^, its expression was induced under hyperoxic conditions in cultured chick foetal cardiac myocytes^35^. Furthermore, fusion of the MyoD domain to Mef2c, Gata4, Hand2, and Tbx5, increased the efficiency of direct reprogramming of fibroblasts into cardiomyocytes^36^. From these observations, we speculate that the transient expression of MyoD1 in round cells plays a crucial role in their differentiation into cardiomyocytes. The mechanism underlying the regulation of differentiation of SVF cells into beating cardiomyocytes or non-beating skeletal myocytes remains unclear. However, the duration of MyoD1 expression might be a key. We will address this using a time-lapse tracing of CFPs or MyoD1-fate mapping in our next study. We also evaluated miRNA expression in the beating SVF and round CFPs (data not shown). miRNAs have the potential to modulate the differentiation of stem cells^37–39^. Thus, identification of the key microRNA that regulates the differentiation of CFPs against skeletal myocytes but toward cardiomyocytes is considered a reasonable approach in the development of “pure” cardiomyocytes^40^, which will be investigated in our next study. Second, it is of note that spontaneous cardiac differentiation occurred in SVF primary culture but not in subcultured cells. Li and co-workers reported that Gata4, Tbx5, and Baf60c induced differentiation of repeated cultured adipose-derived stromal cells into CMs, albeit on a small scale^41^. Because the phenotype of MSCs changes during subculture^42^, additional key factors other than Mef2c that are essential for spontaneous differentiation into beating CMs but are lost in the course of repeated subcultures should also be identified. Third, the significance of Tbx5 in the differentiation of SVF cells into beating CMs in this study was unclear. Tbx5 is a key transcription factor regulating cardiac differentiation and is essential for direct remodelling of fibroblasts into cardiomyocytes^26^. The role of Tbx5 in SVF cell differentiation could be evaluated by its knockdown, which we will perform in our next study. Fourth, the beating CMs had a ventricular, rather than an atrial, phenotype and expressed MLC2v and BNP. According to a previous report^43^, during embryonic development of the four-chambered heart, expression of MLC2v is regulated by Mef2c and Nkx2–5 and represses ANF expression in the ventricle. Further investigation of the regulation of differentiation of SVF into chamber-specific cardiomyocytes is needed. Finally, this was an in vitro study. In previous clinical trials, intramyocardial injection of skeletal myoblasts failed to improve heart function due to ventricular arrhythmia caused by electrical uncoupling^44^. Although the beating CMs expressed connexins 40 and 43 and demonstrated synchronised contraction, whether the beating CMs are functional in a transplanted heart in vivo needs further study. Furthermore, the administration of Mef2c-primed SVF or augmented CM-fated round cells in an animal model of heart failure is needed to investigate their safety (arrhythmogenicity) and efficacy (engraftment and improving ventricular function). In conclusion, we identified the master genes required for Ad-SVF transdifferentiation into beating CMs. The findings will enable the development of novel cardiac regeneration therapies using gene-modified, cardiac lineage-directed Ad-SVF.

## Methods

All experiments were carried out in accordance with approved guidelines and were approved by the Animal Experiment Committee at the Institute for Experimental Animals, Kanazawa University.

### Isolation of Ad-SVF

Bilateral inguinal subcutaneous adipose tissues without lymph nodes, weighing ~ 500 mg, were obtained from a C57BL/6J mouse (aged 8–12 weeks; male or female). After washing with sterile phosphate-buffered saline (PBS), the tissues were digested using the Tumor Dissociation Kit, Mouse (Miltenyi Biotec, Bergisch Gladbach, Germany) in serum-free Dulbecco’s modified Eagle’s medium (DMEM)/F-12 (Thermo Fisher Scientific, Waltham, MA, USA) for 30 min at 37 °C using gentleMACS (Miltenyi Biotec). The digested tissue was thoroughly pipetted ~ 10 times in DMEM supplemented with 10% foetal bovine serum (FBS) (F7524, Sigma-Aldrich, St. Louis, MO, USA) and filtered through a 100-µm nylon mesh, followed by centrifugation at 400× *g* for 5 min. After washing with DMEM/F-12 with FBS and centrifugation, the cell pellet was resuspended in BD Pharm Lyse (BD Biosciences, Franklin Lakes, NJ, USA) and incubated for 5 min to lyse red blood cells. After a further round of centrifugation, the cell pellet was filtered through a 35-µm mesh and centrifuged at 400× *g* for 5 min; then, the SVF was resuspended in culture medium.

### Cell culture

#### Primary culture of SVF cells

Cells in the SVF were counted using a TC20 automated cell counter (Bio-Rad Laboratories, Hercules, CA, USA) and seeded on a standard uncoated tissue culture plate (Nunc) (Thermo Fisher Scientific) in minimal GM consisting of Iscove’s Modified Dulbecco's Medium (IMDM; I3390, Sigma-Aldrich), 10% FBS, 2 mmol/L L-glutamine (Wako, Osaka, Japan), 100 units/mL penicillin, 100 µg/mL streptomycin, and 0.1 mmol/L 2-mercaptoethanol (StemSure) (Wako) at a density of 5000 live cells/cm^2^, and then cultured under standard conditions (37 °C with 5% CO_2_). For a comparative experiment, complete GM was also used, as reported previously. The complete GM consisted of minimal GM supplemented with 10 μg/mL recombinant human insulin (Sigma-Aldrich), 200 μg/mL human transferrin (Sigma-Aldrich), 10 ng/mL recombinant murine IL-3 (R&D Systems, Minneapolis, MN, USA), 10 ng/mL recombinant mouse IL-6 (R&D Systems), and 50 ng/mL recombinant mouse SCF (R&D Systems). The culture medium was changed twice weekly for 4 weeks.

#### ASCs

To obtain ASCs, the SVF cells were passaged at sub-confluence, and those from passage 3 were used as ASCs.

#### Oil red O staining

After washing with PBS, cultured cells were fixed in 4% paraformaldehyde, stained with Oil Red O working solution for 20 min, and washed three times in PBS. After rinsing with 60% isopropanol, the stained cells were observed under a microscope.

### Intracellular calcium ion imaging

The beating SVF was washed with PBS twice and loaded with 4 µM Fluo-8AM ester (AAT Bioquest, Sunnyvale, CA, USA), in Hank’s and 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid buffer (HHBS, AAT Bioquest) for 30 min at 37 °C. The cells were washed twice with HHBS and fluorescence images were obtained using a fluorescence microscope (BZ-9000, Keyence, Tokyo, Japan) operating in video-recording mode (15 frames/s). The transient calcium wave of targeted beating cells was visualised in a frame-by-frame manner using the Fiji plug-in for ImageJ software. Temporal variations in the brightness of selected areas corresponded to the transient calcium level of the selected cells. The rhythmic wave of the cell was plotted based on the time interval of the video frames. The change in fluorescence intensity was reported as ΔF/F_0_, where ΔF = Fr − F_0_, Fr is the recorded (absolute) intensity, and F_0_ is the average baseline intensity of the cell during quiescence.

### Action potential recordings

The action potential of the beating SVF cells was recorded on day 28, as described previously^45^. Briefly, the action potential was recorded using patch pipettes at 37℃ with an external control solution containing (in mmol/L) NaCl 140, KCl 5.4, CaCl_2_ 1.8, MaCl_2_ 2, glucose 10, and HEPES 10 (pH 7.4). Suction pipettes were generated from borosilicate capillary tubes (8250 glass; A-M Systems) and fire-polished to obtain a resistance of 5–8 MΩ when filled with a solution containing (in mmol/L) KCl 120, EGTA 5, K_2_ATP 5, MgCl_2_ 2.5, and HEPES (pH 7.2). Under the Axiovert 10 (Carl Zeiss, Jena, Germany) microscope, Vm was measured using the AxoClamp 2A amplifier (Molecular Devices) in bridge mode via the disrupted patch technique, as described previously^43^. Vm was digitised using the PowerLab system (AD Instruments, Dunedin, New Zealand) and recorded at a sampling frequency of 2 kHz/16-bit in LabChart 7.0 (AD Instruments) using a 0.5–40 Hz band-pass filter. All recording equipment was housed on an air table within a grounded Faraday cage to minimise background noise. The APD_50_ and APD_90_ of repolarisation were calculated from a series of 10 potentials.

### Assessment of contraction and relaxation

Raw phase-contrast video files of spontaneously beating cells were imported into Kinovea v. 0.8.15. A small region of interest (ROI) on the beating CMs was defined as the tracking point. Acceleration in each frame at the point of interest was extracted using the software in semi-automatic mode, wherein a tracking point is placed and the software attempts to automatically track those pixels into the next frame. The maximum rates of contraction and relaxation for each cycle were determined by extracting the acceleration data in a frame-by-frame manner.

### Pharmacological study

A fluorescence video of beating CMs of interest was obtained through intracellular calcium imaging, and a calcium transient wave was observed. Next, the frequency of calcium ion exchange was calculated. The chronotropic response was assessed by adding 0.2 to 10 µM isoproterenol (Sigma-Aldrich) to CMs.

### Extraction of RNA from beating cell clusters

Beating cell clusters were manually picked from a 100-mm dish using tweezers (MA50, Dumond, Switzerland) under an inverted optical microscope (CKX41, Olympus, Tokyo, Japan) at 40–100 × magnification, and then transferred to rinsing buffer (Buffer RA1 added to Tris (2-carboxyethyl) phosphine [TCEP]; NucleoSpin RNA XS [Merchery-Nagel, Düren, Germany]). The beating cell colonies obtained from two or three dishes derived from one lot of SVF were combined into one sample, which was processed for RNA extraction without addition of carrier RNA, according to the manufacturer’s instructions. Other cells in the dish were collected as non-beating cells and subjected to RNA extraction. Total RNA was extracted from unselected cells using the ISOSPIN Cell & Tissue RNA Kit (Nippon Gene, Tokyo, Japan). The quality of the RNA was verified (RNA integrity number > 8) using a bioanalyser (Agilent 6000 Nano Assay, Agilent Technologies, Santa Clara, CA, USA).

### Picking single round cells

Single round cells were picked using an ALS CellCelector (ALS, Jena, Germany). The CellCelector combines an automated high-content imaging cytometry platform with automated cell micromanipulation using a vertical high-precision glass micro-capillary fixed to a precision robotic arm and a syringe pump. Briefly, scanning of round cells of interest in a phase-contrast channel was followed by automated identification of the target cells and recovery into a destination vessel (PCR tube) for downstream analysis.

### Microarray analysis

#### Preparation of RNA and microarray hybridisation

For microarray analysis, the quality of RNA was confirmed (RNA integrity number > 8) using a bioanalyser (RNA 6000 Nano Assay, Agilent Technologies). Total RNA (50 ng) was processed to generate sense-strand cDNA (ss-cDNA) using the Ovation Pico RNA WTA System (Tecan Genomics, Maennedorf, Switzerland). Biotin-labelled RNA or DNA fragments were hybridised to GeneChip Mouse Gene 1.0 ST Arrays (Affymetrix, Santa Clara, CA, USA) and quantified. Images were processed and cell intensity (CEL) files were generated using GeneChip Command Console software (Affymetrix).

#### Data analysis

Raw data were imported into BRB Array Tools software (v. 4.6.0) (NIH, Bethesda, MD, USA) (URL: https://brb.nci.nih.gov/BRB-ArrayTools/) and log_2_-scaled, normalised-mean-centred, and subjected to average-linkage clustering. Hierarchical clustering of both gene expression (rows) and the independent samples (columns) in the data matrix was performed. The rows/columns of the data matrix were re-ordered such that the most similar expression patterns or samples were located adjacent to each other. To identify genes that were differentially expressed among the groups, the class comparison tool, which is based on univariate *t*-tests, of BRB-Array Tools was used. Gene Ontology analysis was performed using the functional ontology enrichment tool of MetaCore v. 19.4 (Clarivate Analytics, Tokyo, Japan). Data for genes that were differentially expressed among the groups were imported with the corresponding fold-changes and *p* values.

### Quantitative PCR

Total RNA (100 ng) was used to generate cDNA using TaqMan Universal Master Mix. Quantitative real-time polymerase chain reaction (qRT-PCR) was performed using an ABI Prism 7300 Sequence Detection System (Applied Biosystems, Foster City, CA, USA). Beta-actin (Mouse ACTB, 4352341E) was used as an endogenous control. Relative expression was assessed using the comparative CT method, correcting for the amplification efficiency of the primers, and each sample was analysed in duplicate (TaqMan assay IDs are listed in Supplementary Table S1).

### Immunocytochemistry and microscopy

For immunocytochemical analysis, the SVF was seeded on an uncoated Nunc Lab-Tek Chamber slide (Thermo Fisher Scientific) at a density of 5000 live cells/cm^2^ (20,000 live cells/well). The cells were fixed in 4% paraformaldehyde at room temperature (RT) for 15 min. After permeabilisation and blocking with 0.5% Triton X-100 in PBS and 1% bovine serum albumin (BSA) in PBS, the cells were incubated with the following primary antibodies at the indicated dilutions: mouse anti-cardiac troponin T (1:200, ab8295, Abcam, Cambridge, UK), rabbit anti-Myl2 (1:100, 10,906–1-AP, Proteintech Group, Chicago, IL, USA), rabbit alpha-actinin (1:100, ab137346, Abcam), mouse alpha-actinin (1:800, A7811, Sigma-Aldrich), rabbit anti-connexin43 (1:500, ab11370, Abcam), mouse anti-Gata4 (1:50, sc-25310, Santa Cruz Biotechnology, Dallas, TX, USA), rabbit anti-MyoD1 (1:100, NBP1-54153SS, Novus Biologicals, LCC, Centennia, CO, USA), and rabbit anti-Mef2c (1:200, GTX105433, GeneTex, Irvine, CA, USA) overnight at 4 °C. Next, the samples were incubated with 1% BSA containing the following secondary antibodies: Alexa Fluor 488- or 594-conjugated anti-rabbit or -mouse (1:400, all from Invitrogen) IgG (H + L) at RT for 30 min, and mounted in VECTASHIELD (Vector Laboratories, Burlingame, CA, USA) containing 4′,6-diamidino-2-phenylindole (DAPI). Stained slides were observed under a fluorescence microscope.

### Flow cytometry

Cells were washed twice with PBS and trypsinised to generate cell suspensions. For cell surface antigen staining, the cells were blocked with an anti-CD16/CD32 antibody (553,141, BD PharMingen, Franklin Lakes, NJ, USA) and incubated for 15 min with the optimal dose of anti-CD90-APC (553,007, BD PharMingen), anti-CD34-FITC (560,238, BD PharMingen), anti-CD140a (562,777, BD PharMingen), or isotype control antibody. For intracellular antigen staining, the cells were permeabilised and fixed using BD Cytofix/Cytoperm for 20 min before incubating another 20 min with an optimal dose of anti-cardiac troponin T-FITC (130–106-745, Miltenyi Biotec) and anti-mouse MyoD1(NB100-56511SS, Novus Biologicals, LCC) antibodies conjugated to APC using the LYNX Rapid APC Antibody Conjugation Kit (LNK034APC, Bio-Rad Laboratories). The cells were analysed using a BD Accuri C6 flow cytometer (BD Biosciences). Data analysis was performed using FlowJo ver. 10 software (BD Biosciences).

### Transduction of SVF

SVF was transduced with Mouse LentiORF Particles (pLenti-C-mGFP-P2A-Puro; Origene, Rockville, MD, USA): Mef2c (NM_025282, MR226865L4V), Gata4 (NM_008092, MR227022L4V), or Tbx5 (NM_011537, MR227369L4V) for overexpression, or LentiORF Control Particles (pLenti-C-mGFP-P2A-Puro, PS100093V, Origene) as an empty vector control. For silencing of mouse Mef2c, LentiORF lentiviral particles of mouse Mef2c-specific short hairpin RNA (TL511428V, Origene) or scrambled control were used. Cells at ~ 50% confluence on days 5 to 7 after seeding of SVF at 5000/cm^2^ on 12-well culture plates were incubated for 24 h in 500 µL of minimal medium at a multiplicity of infection of 10. Subsequently, the lentivirus-containing medium was replaced with fresh medium plus puromycin (5 µg/mL, A11138-03, Gibco) to select for successfully transduced cells. Puromycin-resistant colonies were observed under a microscope.

### Statistics

Data are reported as mean ± standard error. Comparisons of groups were undertaken using Student’s *t*-test or analysis of variance (ANOVA) followed by Tukey’s post hoc test, as appropriate, in GraphPad Prism 8 (San Diego, CA, USA).

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

Supplementary Information 11.

## Data Availability

The microarray data have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus (GEO) under accession code: GSE154301.

How the deposited data were processed for this re-analysis (not part of the article)

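Log2 signals from Affymetrix Mouse Gene 1.0 ST arrays were analysed for 4 beating and 4 non-beating samples of day 28 and 1 round cell pool of 6 cells of day 14. The authors imported raw data into BRB-ArrayTools, log2-scaled them and normalised and mean-centred them; how the deposited table was made is not stated in the paper's text. A fold is a ratio of signals that include background, so for a gene that is dim in non-beating samples it is not a ratio of transcript amounts. The deposited values are not centred per gene, and the 8 beating and non-beating arrays have nearly equal quantiles, so they were used as deposited. The non-beating cells came from the dishes of the beating colonies, but the paper's text does not say which replicate numbers share dishes. Replicate numbers were therefore not treated as pairs.

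Of 33323 transcript clusters, 21789 carry 1 gene symbol, 1621 several and 9913 none. Symbols were brought to the names of the GRCm38 annotation through the gene number for 21698 clusters. A gene with several clusters, as 999 genes have, is represented by the cluster with the highest mean over the 8 arrays. Of the clusters, 701 hold the same values as another on all 9 arrays.

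Beating and non-beating samples were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjusted p under 0.05 over all clusters). The class comparison of the paper was repeated with a two-sample test with pooled variance at an unadjusted p under 0.0001 over clusters with at least 1 value 1.5-fold from the median. Separation of the arrays was tested with an exact permutation test over 35 splits. The fit was tested on simulated data: of 100 clusters changed by 1 on the log2 scale 80 were recovered and of 100 changed by 2, 98, with 9 false calls, 4.81% of all calls.

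Before the data were examined, 27 gene lists were fixed and 26 were tested with camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists; camera with an estimated correlation was run beside it, and 14 lists passed with the preset and 6 with the estimated correlation. The lists are the cardiac-restricted, shared heart and skeletal, skeletal contractile, myogenic regulator, neuromuscular junction, direct reprogramming, pacemaker and ion channel, connexin, adipocyte, chondrocyte, mesenchymal stem cell surface, fibroblast and matrix, smooth muscle, endothelial, macrophage, Schwann cell, cell cycle, glycolysis, oxidative metabolism, immediate early, housekeeping, pluripotency and CD antigen genes, and 3 lists that the study chose on these samples. The other list held further genes the paper names and was not tested. Fry, another limma test of gene sets, was run beside camera. It called the direct reprogramming, pacemaker and ion channel, connexin, Schwann cell and housekeeping lists, which camera did not call. It did not call the adipocyte (adjusted p = 0.0739), fibroblast and matrix (0.0983) and CD antigen (0.137) lists, which camera called with the preset.

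The genes named in the text were set by a rule: every gene the paper names for the transcriptome, whose values in Fig. 3a had been seen; the 12 largest rises and the 12 largest falls among called genes of 1 symbol whose groups do not overlap; up to 4 called members of each list with the largest change; and the 12 genes furthest above and the 12 furthest below the other 8 arrays in the round cells. Predicted genes were left out.

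The round cells have no replicate and no test. A list's median difference was ranked among 10000 random lists of the same size matched on mean level. Alternatives covered normalization, filters, the variance model, array weights, the methods' test, a replicate block, the choice of cluster and leaving out each array. Genes without a cluster of 1 symbol were not analysed here. The pathway analysis and the comparison with heart, cardiomyocyte and skeletal muscle arrays were not repeated.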

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

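The tests of the macrophage pattern below were chosen after its values were seen. Of 316 groups of 4 samples examined, over named genes, list means and array medians, 8 (2.53%) had 1 sample whose gap to the nearest other was past the 95% critical value of Dixon's test, as a ratio to the group's range; chance gives about 1 in 20. Zfp658 had such a sample in beating replicate 4 (ratio 1, at 2.53, with the other 3 values equal) and in non-beating replicate 3 (ratio 0.847), all at the low end of the array. Nppb stood apart in beating replicate 1 (ratio 0.83), Olfr518 in non-beating replicate 3 (ratio 0.895) and Abracl in beating replicate 2 (ratio 0.891). The mean of the direct reprogramming factors stood apart in beating replicate 4 (ratio 0.906), that of the immediate early and stress genes in non-beating replicate 1 (ratio 0.917) and that of the CD antigens in non-beating replicate 4 (ratio 0.904).

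Lists that the paper does not discuss as lists shifted between the groups by camera. Over the 35 splits of the samples, chance cannot be excluded for the number of lists called (14, highest other split 17). The neuromuscular junction list holds Chrna1, Musk and Chrnd, which Fig. 3a lists as upregulated. Neuromuscular junction genes had a median log2 difference of 0.93 (adjusted p = 2.01e-13), glycolysis genes of 0.15 (adjusted p = 0.00473), oxidative metabolism genes of 0.24 (adjusted p = 5.33e-06), fibroblast and matrix genes of -0.19 (adjusted p = 0.0115) and macrophage genes of -1.44 (adjusted p = 3.8e-07). With an estimated correlation, the adjusted p of these lists were 0.00831, 0.153, 0.178, 0.394 and 0.278.

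The macrophage list was shifted down in the beating samples by camera with the preset correlation but not with an estimated one (adjusted p = 0.278), with none of the 15 genes passing limma's test over all clusters, 12 lower at an unadjusted p under 0.05, 11 lower when adjusted over the list alone and 0 by the adjusted two-sample test (Cd68, among the most abundant, was at 5.99 ± 1.30 against 8.71 ± 0.88, SD, n = 4 each, and Lyz2 at 7.12 ± 1.75 against 9.75 ± 0.96); 2 of the 15, Cd14 and Cd68, are also in the CD antigen list. Dilution of all non-muscle RNA by muscle RNA predicts a like fall of endothelial genes, but the difference between macrophage and endothelial list means was -0.41 in beating and 0.93 in non-beating samples (exact two-sided permutation p = 0.0286, the smallest that the 70 splits can give), which argues against it. A fall carried by 1 beating array is argued against by the difference of -1.24 without the lowest beating array, beating replicate 1, although the highest beating mean, 5.06, lay close to the lowest non-beating mean, 5.11. A different share of macrophages between the hand-picked colonies and the rest of the dish is a candidate explanation that stays open and was not tested, and the paper names no sort that would remove macrophages.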

How the results depend on the processing

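The alternatives were set before the data were examined. Over 131 named genes, 98 had a call as reported; 28 of the 98 lost it under at least 1 alternative and 19 without 1 of the 8 arrays, and no called gene changed sign in the beating minus non-beating difference. Of these gene values, 2133 kept sign and side of the threshold, 139 lost and 7 gained a call and 25 changed sign; of the list values, 431 kept both. The causes of the values below were not tested, except that filters leave fewer members in a list and leaving out an array leaves fewer samples. Correlations gave no pairing by replicate number: of 4 beating and of 4 non-beating arrays, 1 correlated best with its own number. The block is therefore an alternative only. With quantile normalization, list mean differences changed call or sign for cardiac-restricted -0.0039 (adjusted p = 0.673), fibroblast and matrix -0.29 (adjusted p = 0.12) and CD antigens -0.25 (adjusted p = 0.299); gene differences not called either way changed sign for Zfp658 -0.025, Nkx2-5 -0.029, Yy1 0.054 and Olfr645 -0.016. With median centring, list mean differences changed call or sign for cardiac-restricted -0.015 (adjusted p = 0.466) and CD antigens -0.34 (adjusted p = 0.141); gene differences not called either way changed sign for Zfp658 -0.034, Nkx2-5 -0.041, Olfr645 -0.024, Mir205 -0.0094, Rdh7 -0.00075 and Abracl -0.052. With dim clusters left out, list mean differences changed call or sign for cardiac-restricted -0.12 (adjusted p = 0.976), adipocyte -0.23 (adjusted p = 0.123), mesenchymal stem cell surface -0.62 (adjusted p = 0.0529), fibroblast and matrix -0.34 (adjusted p = 0.137) and CD antigens -0.30 (adjusted p = 0.274). With 1.5-fold prefilter, list mean differences changed call or sign for cardiac-restricted -0.12 (adjusted p = 0.747), adipocyte -0.25 (adjusted p = 0.0684), fibroblast and matrix -0.42 (adjusted p = 0.0601), housekeeping 0.11 (adjusted p = 0.943) and CD antigens -0.37 (adjusted p = 0.0601). With only clusters with 1 gene symbol, list mean differences changed call or sign for adipocyte -0.16 (adjusted p = 0.0512) and CD antigens -0.28 (adjusted p = 0.118). With array weights, list mean differences changed call or sign for fibroblast and matrix -0.28 (adjusted p = 0.0597), endothelial 0.045 (adjusted p = 0.736), immediate early and stress -0.31 (adjusted p = 0.0258) and CD antigens -0.19 (adjusted p = 0.115); gene differences not called either way changed sign for Nkx2-5 -0.0087 and Abracl -0.027. With replicate block, list mean differences changed call or sign for Schwann cell -0.28 (adjusted p = 0.0104) and immediate early and stress -0.26 (adjusted p = 0.0395). The methods' two-sample test with adjustment called 491 higher and 375 lower, and the replicate block 645 lower. At the paper's setting, unequal variances gave 129 higher and 12 lower, no prefilter 61 lower, limma 355 and 59, and the block 41 and 1. In the round cells, the cardiac-restricted median was 0.33 with quantile normalization and 0.38 with median centring, and 1151 clusters were above the rest by at least 1 with centring. Among round differences larger as deposited than the replicate SDs of both the beating and the non-beating samples, those that changed sign with quantile normalization were, against the non-beating mean, Atp2a2 0.38, Zfp658 -0.26, Hcn2 -0.010, Hcn4 -0.12, Myl7 -0.036 and Ogdh 0.14, and, against the beating mean, Actn2 0.035, Dmd 0.077, Scx 0.62, Trp63 0.34, Sox11 0.11, Zfp658 -0.23, Hcn2 -0.031, Myl7 -0.14, Myoz2 0.00021, Myl1 0.12, Chrng 0.53, Smtn 0.071, Eno3 0.62, Pfkm 0.30, Gusb 0.071 and Ncam1 0.11. Among round differences larger as deposited than the replicate SDs of both the beating and the non-beating samples, those that changed sign with median centring were, against the non-beating mean, Zfp658 -0.28, Hcn4 -0.076 and Smtn -0.20, and, against the beating mean, Klf5 -0.027, Zfp658 -0.24, Hcn2 -0.019 and Myl7 -0.072. Calls of named genes were lost with quantile normalization for Camk2a; with the methods' adjusted two-sample test for Camk2a, Ifitm2, Adipoq, Myf6, Tbx15, Rfx3, Tbx5, Smarcd3, Pdgfra, C3ar1, Plek, Tlr13, Atp6v0d2, Clec4d, Mpeg1, Egfl6, Gpnmb, Cebpa, Aldoa, Cox7a1, Gusb, Rplp0, Sirpa, Aga and Lpp; with replicate block for Ifitm2, Adipoq, Tgfbr3, Tbx15, Rfx3, Myh6, Tbx5, Pdgfra, Aldoa, Gusb, Rplp0, Marcks and Aga; with array weights for Tbx5, Tlr13, Atp6v0d2, Clec4d, Mpeg1, Gpnmb and Gusb; with trend and robust for Gusb; with mean of a gene's clusters for Rplp0 and Lpp. Without 1 array at a time, the counts were 569 to 914 higher and 438 to 1023 lower, 11 to 16 lists called, and 132 to 173 higher and 12 to 27 lower at the paper's setting; list mean differences that changed call or sign were mesenchymal stem cell surface -0.59 to -0.38, fibroblast and matrix -0.41 to -0.27, endothelial -0.42 to 0.098, cell cycle -0.23 to 0.032, CD antigens -0.36 to -0.17, pacemaker, ion channel and calcium handling 0.41 to 0.48, adipocyte -0.21 to -0.098, immediate early and stress -0.35 to -0.22 and Schwann cell -0.35 to -0.21, and uncalled gene differences that changed sign were Nkx2-5 -0.013 to 0.041, Mir205 -0.027 to 0.13, Rdh7 -0.042 to 0.13, Yy1 -0.14 to 0.069, Olfr645 -0.016 to 0.13, Abracl -0.090 to 0.072, Mir100 -0.13 to 0.043 and Zfp658 -0.0082 to 0.038. Over all settings, round differences changed sign in 70 values of 45 genes, of which 29 are those given above; the others were no larger as deposited than the larger of both SDs, although those of Gja5 (against non-beating), Tbx5 and Tnnt2 (against beating) exceeded the SD of the group they are compared with. Signals near the array's floor, as for most cardiac-restricted genes, limit what a difference can show.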

Differences from the paper's values

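The bars of Fig. 3a were read after the array values had been seen. At the paper's stated threshold, 195 clusters were higher and 26 lower here, 221 in all, where the paper reports 317, 151 and 468. Of the alternatives set before the data were examined, limma at the same p over the prefiltered clusters brought the higher count (355) and the total (414) within 1.5 times of the paper's; unequal variances, no prefilter, quantile normalization, median centring, the replicate block and leaving out each array did not, and the lower count stayed apart under each of these and limma (1 to 61). The paper's counts are of genes and those here of transcript clusters.

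Of the 43 genes of Fig. 3a compared, all 43 had the paper's sign, and 42 bars were longer than the value here. A value is taken to differ when it is further off than the larger of the replicate SD and the reading error, 0.2 for the upward and 0.1 for the downward bars; 9 did. Ttn was 6.40 here and about 6.6 in the paper's Fig. 3a, read by eye; it came within that distance without beating replicate 2 or 4 or non-beating replicate 4. Actn2 was 5.78 here and about 6 in the paper's Fig. 3a, read by eye; it came within it without beating replicate 3 or non-beating replicate 3. Casq2 was 6.36 here and about 6.8 in the paper's Fig. 3a, read by eye, Ryr1 was 2.48 here and about 3 in the paper's Fig. 3a, read by eye, Chrnd was 2.40 here and about 3.1 in the paper's Fig. 3a, read by eye and Camk2a was 1.01 here and about 1.7 in the paper's Fig. 3a, read by eye; no alternative brought these within it. Map4 was 0.30 here and about 4.7 in the paper's Fig. 3a, read by eye; no alternative did, though it was called with the mean of a gene's clusters (2.40) and when adjusted over the list alone, and its second cluster, with 4.50, passed the test and lies within that distance. Tgfb3 was 0.70 here and about 0.9 in the paper's Fig. 3a, read by eye; it came within it with quantile normalization, array weights, without beating replicates 1 or 3 and without non-beating replicates 2 or 4. Il1rn was -0.96 here and about -1.2 in the paper's Fig. 3a, read by eye; it came within it with median centring, array weights, without beating replicate 1 and without non-beating replicate 2. The other alternatives left each of these apart.

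In Fig. 3a, the P-value column of the downregulated genes prints the same values as its FDR column, and several lie above the p threshold that its legend states.

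The paper reports results, from qRT-PCR, that the array values here do not show. By that assay it reports Gata4 as higher in beating cells, where the log2 fold change was -0.069 (adjusted p = 0.696). Hcn4 and Hcn2 are reported as higher, where they were -0.13 (adjusted p = 0.314) and 0.081 (adjusted p = 0.641). Nppb is reported as enhanced, where it was 0.088 (adjusted p = 0.58). Gata4, Hcn2 and Nppb had signals near the array medians, 3.08 to 3.17, where a rise can go unseen. The array values of Gata4, Hcn2 and Nppb therefore do not contradict the qRT-PCR. Tbx5 is reported as unchanged, where it was -0.75 (adjusted p = 0.0357, a call lost without 6 of the 8 arrays in turn). For Gja1 the paper states a high level in beating cells. The difference of Gja1 from non-beating samples, -0.26 (adjusted p = 0.232), does not bear on that level. From its own arrays, the paper places Gata4 in the group raised in round cells alone and Tbx5 in the group lowered in round and beating cells, and the directions here are the same (round minus non-beating 0.84 for Gata4 and -0.46 for Tbx5, from 1 pool). Of its own markers, Tnnt2, Myl2 and Mef2c were higher on the arrays too, and Myl7 and Nppa, which it does not report as raised, did not pass the test (adjusted p = 0.449 and adjusted p = 0.337). From its arrays, the paper places Zfp658 in a group raised in beating cells; it was 0.023 here (adjusted p = 0.855). It also reports adipocyte and chondrocyte genes as raised in non-beating cells, by an assay that the text analysed here does not name; of 17 adipocyte genes 5 were higher in non-beating samples and Car3 was lower there (1 each by the adjusted two-sample test), and of 19 chondrocyte genes none passed limma's test (2 higher and 2 lower in beating samples at an unadjusted p under 0.05, 0 by the adjusted two-sample test, 2 lower when adjusted over the list alone).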

Other observations

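The tests of the number of limma calls and of the contractile genes were chosen after the result was seen, and those of the round cells after values of single genes in them had been seen. Some genes of energy metabolism were higher in the beating samples. Of 12 glycolysis genes, Pgam2, Eno3, Pfkm and Aldoa were higher and 8 did not pass the test (4 higher when adjusted over the list alone, 3 by the adjusted two-sample test; camera adjusted p = 0.00473; adjusted p = 0.153 with an estimated correlation). Pgam2 and Eno3, the muscle forms of their enzymes, were 32.2-fold and 19.3-fold higher (adjusted p = 0.000433 and adjusted p = 8.78e-07), and Pfkm, the muscle phosphofructokinase, had a log2 fold change of 1.56. Of 18 oxidative metabolism genes, 5 were higher and 13 did not pass the test (7 higher and 1 lower when adjusted over the list alone, 4 higher by the adjusted two-sample test; camera adjusted p = 5.33e-06; adjusted p = 0.178 with an estimated correlation); Cox8b, Pdk4, Cox7a1 and Ogdh had log2 fold changes of 7.00, 2.48, 1.90 and 0.59. The call of Aldoa, at 0.70, was lost without beating replicates 1 or 4 and without non-beating replicates 2 or 3 (adjusted p up to 0.0689).

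Of 17 adipocyte genes, 5 were lower and Car3 was higher (34.3-fold; 6 lower and 1 higher when adjusted over the list alone, 1 lower and 1 higher by the adjusted two-sample test; camera adjusted p = 0.0147; adjusted p = 0.378 with an estimated correlation); Car3, a carbonic anhydrase, is also abundant in skeletal muscle. Adipoq, the hormone adiponectin, had a log2 fold change of -1.95 (adjusted p = 0.0211), and its call was lost without beating replicates 2 or 3 and without non-beating replicate 3. Of 17 fibroblast and matrix genes, Dcn, decorin, was lower (-1.17, adjusted p = 0.00352) and 16 did not pass the test (6 lower when adjusted over the list alone, 1 by the adjusted two-sample test; camera adjusted p = 0.0115; adjusted p = 0.394 with an estimated correlation). Of 11 smooth muscle and pericyte genes, Smtn was higher (0.54, adjusted p = 0.0086), also over the list alone and by the adjusted two-sample test (camera adjusted p = 0.557; adjusted p = 0.82 with an estimated correlation). None of 19 chondrocyte genes passed limma's test (2 higher and 2 lower at an unadjusted p under 0.05, 0 by the adjusted two-sample test, 2 lower when adjusted over the list alone; camera adjusted p = 0.515; adjusted p = 0.692 with an estimated correlation). None of 13 endothelial, 6 Schwann cell, 15 cell cycle, 12 immediate early and stress and 10 pluripotency genes passed it, over all clusters or, but for 2 lower immediate early genes, over the list alone; at an unadjusted p under 0.05 there were 0, 0, 1, 3 and 1, all lower, and 0 by the adjusted two-sample test (camera adjusted p = 0.467, 0.0782, 0.435, 0.0516 and 0.959; adjusted p = 0.82, 0.232, 0.787, 0.529 and 0.959 with an estimated correlation). The median of the pluripotency genes was 0.019 and their mean -0.053, which differ in sign. Of 11 housekeeping genes, Gusb and Rplp0 were lower (-0.56 and -0.39; 1 higher and 4 lower when adjusted over the list alone, 0 by the adjusted two-sample test; camera adjusted p = 0.103; adjusted p = 0.278 with an estimated correlation), and their calls were lost without each array but beating replicate 4 (Gusb) and without each but beating replicates 1 and 4 (Rplp0; adjusted p up to 0.124 and 0.0786); the other cluster of Rplp0 did not pass.

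Over the 35 splits of the 8 samples into 4 and 4, the real split called 2054 clusters with limma and no other split more than 1, and it called 221 with the paper's setting and no other split more than 1, so 1 of 35 splits reached each count and chance can be excluded. The real split called 14 lists by camera with the preset correlation, 6 of 35 splits called as many and the highest other called 17, so chance cannot be excluded for the number of lists.

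Contractile genes of muscle were higher in beating samples and most cardiac-restricted genes did not pass the test (12 of 17 had a positive difference), which does not show that they did not change. A signal of the cardiac-restricted genes too close to the array's floor to show a rise was tested on shared and skeletal contractile genes as dim in non-beating samples as the median cardiac-restricted gene (log2 2.69): all 4 such genes, 100 percent, were called higher, too few to decide. Skeletal myocytes among the collected beating cells may account for it, as 6 of 11 skeletal myogenic regulators were higher (3 by the adjusted two-sample test) and the skeletal contractile genes had a mean of 8.55 ± 0.25 against 3.63 ± 0.21 (SD, n = 4 each); colonies were picked by hand, and without values per cell such myocytes cannot be told apart from beating cells that express these genes.

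Cardiac-restricted genes lay above the non-beating mean in the round cells. An upward shift of all dim clusters on that array was tested by rank among random lists of the same level: the median ranked at percentile 95.6, between the bounds that would have spoken for or against it, so the shift cannot be told apart from a rise of these genes. Amplification of RNA from 6 cells in 1 pool cannot be told apart from it either, since 1 pool has no replicate. The day of collection differs too and was not tested.

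Both comparisons share the non-beating mean, so some likeness of sign is built in. Of the 940 clusters higher in beating samples, 77.1% were above the non-beating mean in the round cells, against 63.0% of all clusters and 74.4% in simulated data without any difference; of the 1114 lower, 95.3% were below it, against 36.9% and 74.1%. With separate non-beating samples for each comparison, in 6 ways, the shares were 84.6 to 90.6% of 233 to 324 higher clusters and 90.1 to 97.0% of 67 to 206 lower ones. None of these shares was matched on level, and the round array's shift had a median of -1.29 in the brightest group of clusters. The shares therefore do not separate a likeness of round and beating cells from that shift.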
